# Defective Expression of Mitochondrial, Vacuolar H^+^-ATPase and Histone Genes in a *C. elegans* Model of SMA

**DOI:** 10.3389/fgene.2019.00410

**Published:** 2019-05-03

**Authors:** Xiaoyang Gao, Jing Xu, Hao Chen, Dingwu Xue, Wenju Pan, Chuanman Zhou, Yongchao C. Ma, Long Ma

**Keywords:** SMN, mitochondria, vacuolar H^+^-ATPase, histone, *C. elegans*

## Abstract

Spinal muscular atrophy (SMA) is a severe motor neuron degenerative disease caused by loss-of-function mutations in the survival motor neuron gene *SMN1*. It is widely posited that defective gene expression underlies SMA. However, the identities of these affected genes remain to be elucidated. By analyzing the transcriptome of a *Caenorhabditis elegans* SMA model at the pre-symptomatic stage, we found that the expression of numerous nuclear encoded mitochondrial genes and vacuolar H^+^-ATPase genes was significantly down-regulated, while that of histone genes was significantly up-regulated. We previously showed that the *uaf-1* gene, encoding key splicing factor U2AF large subunit, could affect the behavior and lifespan of *smn-1* mutants. Here, we found that *smn-1* and *uaf-1* interact to affect the recognition of 3′ and 5′ splice sites in a gene-specific manner. Altogether, our results suggest a functional interaction between *smn-1* and *uaf-1* in affecting RNA splicing and a potential effect of *smn-1* on the expression of mitochondrial and histone genes.

## Introduction

Spinal muscular atrophy (SMA) is a severe congenital motor neuron degenerative disease caused by loss-of-function mutations in the survival motor neuron gene 1 (*SMN1*) (Lefebvre et al., 1995). In addition to *SMN1*, humans also carry *SMN2*, which is different from *SMN1* by a single nucleotide, leading to defective RNA splicing and reduced full length functional SMN protein expression (Kashima and Manley, 2003; Cartegni et al., 2006). *SMN* is conserved and only one *SMN* gene is found in mouse, *Drosophila* and *Caenorhabditis elegans* (Edens et al., 2015).

A key function of SMN is to facilitate the proper assembly of the small nuclear ribonucleoproteins (snRNP) (Fischer et al., 1997; Liu et al., 1997; Pellizzoni et al., 1998). snRNPs form the core components of the pre-mRNA splicing machinery (Reed, 2000; Makarov et al., 2002). It is hypothesized that defective snRNP formation caused by *SMN* deficiency and subsequent aberrant gene splicing underlie the pathogenesis of SMA (Burghes and Beattie, 2009). However, the key molecular changes caused by *SMN* deficiency that lead to SMA and *SMN* mutant phenotype remain to be elucidated.

In addition to snRNP biogenesis and pre-mRNA splicing, SMN also affects mRNA localization in neurons (Rossoll et al., 2003), mRNA local translation (Kye et al., 2014), axonal guidance (McWhorter et al., 2003), muscle functions (Rajendra et al., 2007), endocytosis (Dimitriadi et al., 2016; Hosseinibarkooie et al., 2016; Riessland et al., 2017), autophagy (Garcera et al., 2013; Custer and Androphy, 2014) and multiple other RNA-related processes (Singh et al., 2017). *SMN* may interact with numerous genes in *Drosophila* and *C. elegans* (Chang et al., 2008; Dimitriadi et al., 2010; Sen et al., 2013). The broad function of *SMN* implicates that SMA pathogenesis might involve molecular processes beyond defective RNA splicing and gene expression.

The nematode *C. elegans* carries an ortholog of *SMN* named *smn-1* and has been used for studying *in vivo* functions of *SMN* (Bertrandy et al., 1999; Miguel-Aliaga et al., 1999; Burt et al., 2006; Briese et al., 2009; Dimitriadi et al., 2010, 2013, 2016; Sleigh et al., 2011; Gao et al., 2014). *smn-1* is essential for *C. elegans* survival (Miguel-Aliaga et al., 1999). A deletion mutation of *smn-1*, *ok355*, causes developmental arrest, a reduced lifespan and a progressive loss of motor functions that can be partially attributed to neuronal defects (Briese et al., 2009; Dimitriadi et al., 2010).

One approach to understand SMA is to investigate how SMN interacts with other splicing factors to affect gene expression and RNA splicing. In eukaryotes, pre-mRNA splicing (RNA splicing) begins with the recognition of 5′ splice sites by the U1 snRNP and of 3′ splice sites by the U2AF large and small subunits (Reed, 2000). Specifically, the U2AF large subunit (UAF-1 in *C. elegans*) and small subunit (UAF-2) interact with each other to bind the pyrimidine tract preceding the 3′ splice site and the conserved 3′ splice site (Reed, 2000; Maniatis and Reed, 2002).

A complete loss of function in UAF-1 or UAF-2 leads to lethality in *C. elegans* (Zorio and Blumenthal, 1999; Ma and Horvitz, 2009). We previously isolated a missense mutation in *uaf-1* (Thr180Ile in *C. elegans*, Thr145Ile in mouse) that causes conditional lethality at higher temperatures and affects alternative splicing (Ma and Horvitz, 2009; Ma et al., 2011). An exploration of how *uaf-1* interacts with *smn-1* found that this *uaf-1* mutation (*n4588*) and a derived *uaf-1* mutation (*n4588 n5127*, T180I and M157I) (Ma and Horvitz, 2009) can partially suppress the behavioral and lifespan defects of *smn-1(ok355)* mutants at late developmental stages when *smn-1* mutants exhibit severe defects in behavior and lifespan (Gao et al., 2014). Since *uaf-1(n4588)* can decrease or increase the recognition of 3′ splice sites in a gene-specific manner (Ma and Horvitz, 2009; Ma et al., 2011; Zhou et al., 2018), we postulate that this mutation might improve the splicing of a subset of affected genes in *smn-1(ok355)* mutants, which might compensate the defects in snRNPs and lead to the suppression (Gao et al., 2014). In this study, we examined how *smn-1* affected *C. elegans* gene expression and RNA splicing by analyzing the transcriptome of *smn-1* mutants at the pre-symptomatic stage.

## Results

### *smn-1(ok355)* Affects the Expression of a Wide Array of Genes in *C. elegans*

It was unclear how *smn-1* affects gene expression in *C. elegans*. *ok355* is a null mutation in *smn-1* that deletes the majority of the coding regions of the gene (Briese et al., 2009). *smn-1(ok355)* mutants have similar behavior, body size and survival rate at early larval stages compared to wild type (Briese et al., 2009). The mutants start to exhibit gradual deterioration in locomotion and pharyngeal pumping after 2 days post the L1 stage (Briese et al., 2009; Gao et al., 2014), probably due to the depletion of maternally inherited *smn-1* products. We therefore used animals at this stage (2 days after L1) for RNA-Seq analyses, postulating that we might observe early-stage changes of gene expression caused by *smn-1* deficiency.

We performed RNA-Seq on animals of different genotypes and focused on differentially expressed genes (DEGs) with *q* ≤ 0.05 (adjusted *p*-value) and | log_2__ratio|≥ 1 from pairwise comparisons. 

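Poly(A)+ RNA of whole animals was sequenced from 2 libraries of wild type (N2) and 3 of *smn-1(ok355)*, and the authors deposited an FPKM per gene for each library. Their methods name TopHat2 2.0.12 for the alignment, and the processing notes of the records name the WBcel235 assembly and HTSeq 0.6.0. For all 19265 genes with an FPKM of at least 1 in at least 2 of the 10 libraries, the FPKM were whole multiples of 1 read, within 6e-09 of a read, at a single length per gene, and reads were recovered from this. The depth, found from the FPKM and reads that the paper tabulates, was 20914540 and 21394150 fragments for N2, and 21359578, 20546008 and 21358949 fragments for *smn-1(ok355)*. The records of the single mutants carry one allele in the title and the other in the name of the file. A rule on this, the tests and the gene lists were set before the deposited data were examined, but after values in the paper's tables had been seen. The rule lets the paper's tabulated reads decide. Several lists, such as those of vacuolar H+-ATPase and histone genes, match groups that the paper found on these samples. Their counts and list tests are therefore not independent evidence. The *smn-1* reads recovered were 277 and 442 in N2, 1, 3 and 0 in the libraries titled *uaf-1(n4588)*, 329, 405 and 380 in those titled *smn-1(ok355)*, and 0 and 7 in the double mutants. These equal the reads of the paper's Table S3 in 10 of 10 libraries, which is a check only for N2 replicate 2 and the libraries with 1 and 3 reads. Elsewhere an FPKM of 0 gives 0 reads at any depth, or the length of *smn-1* or the depth was itself found from the table's reads. The deposited FPKM of *smn-1* also equals the table's in each library, and the table names the libraries with 1, 3 and 0 reads as *smn-1(ok355)*. For 141 of 141 genes of Table S8, the reads tabulated for *smn-1(ok355)* divided by the FPKM of these 3 libraries also gave whole numbers (within 0.001, after scaling by the unit of FPKM), as a length times a depth does, and with any other library at most 18 genes did so. They are therefore called *smn-1(ok355)* here, although their titles carry *uaf-1(n4588)*. Genes with an FPKM of at least 1 in at least 2 libraries of the groups compared were tested with limma (trend) on log2(FPKM + 1), adjusted by Benjamini-Hochberg, with the paper's thresholds for a DEG. Log2 changes are on that scale, which understates the change of genes with low values. The paper calls the samples biological replicates, and its text does not say whether they were grown as separate cultures, so the p-values measure the spread between these samples.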

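The *smn-1(ok355)* libraries, with the genotype named by the paper's read table and not by the titles, lay apart from wild type along the first principal component, and *F20E11.17* and *bli-1* were among the genes called. *F20E11.17*, on chromosome V of WBcel235 from 17468754 to 17469251, had an FPKM of 0.221 and 0 in N2 and of 533, 559 and 493 in *smn-1(ok355)* (adjusted p = 0.00011 from limma). *bli-1*, which encodes a collagen of the adult cuticle (chromosome II, 10709014 to 10712047, with 1 gene overlapping it on the other strand), fell from 237 ± 68.7 (SD, n = 2) to 2.81 ± 0.331 (SD, n = 3), a log2 change of -5.94 (standard error 0.22, adjusted p = 0.00088 from limma). In a principal component analysis of log2(FPKM + 1) over the 10 libraries, the first component held 48.7% of the variance. On it the N2 libraries lay at -84.3 and -64.64, and the *smn-1(ok355)* libraries at 68.76, 76.2 and 65.19. Between replicates, Pearson's r across genes was 0.9771 for N2 and 0.9597, 0.9713 and 0.9635 for *smn-1(ok355)*.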

The heat map indicates that *smn-1(ok355)* mutants exhibited apparently different gene expression profiles compared to wild type (Figure 1A). 

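C-type lectin genes, many of which act in defense against bacteria, went both ways in *smn-1(ok355)*, whose records bear the other allele's title: of 129 tested, 34 rose and 15 fell (limma, Benjamini-Hochberg; 36 and 15 adjusted over the list alone). Without N2 replicate 1, 11 rose and 1 fell, and without N2 replicate 2, 20 rose. Of 142 collagen genes, 26 rose and 11 fell (24 and 11 adjusted over the list alone), with 5 higher without N2 replicate 1 and 15 higher without *smn-1(ok355)* replicate 1. Neuropeptide genes rose in 12 of 101 tested (7 adjusted over the list alone), in 5 after median-of-ratios scaling, in 3 without N2 replicate 1 or *smn-1(ok355)* replicate 3, in 4 without *smn-1(ok355)* replicate 2 and in 24 without N2 replicate 2. Of 17558 genes tested in all, 2790 were up-regulated and 1137 down-regulated, 3927 DEGs together. Without N2 replicate 1 there were 834, of which 604 were up-regulated and 230 down-regulated. The median log2 change of all genes was 0.312, and 0.038 after median-of-ratios scaling, chosen after the values were seen, which gave 2006 up-regulated and 1783 down-regulated genes. Simulated data took a spread pooled over all 10 libraries, with changes planted in genes with a mean of at least 50 reads. In them 66.3% of genes with a 4-fold change were called, and 7.5% with a 2-fold change. A 2-fold change lies just short of the minimum for a DEG on this scale.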

Three thousand four hundred and fifty-five DEGs were identified in *smn-1(ok355)* mutants, including 1564 up-regulated and 1891 down-regulated ones (Figure 1B, *ok355* vs. N2 and Supplementary Table S1). It is interesting to note that the expression levels of numerous genes were altered significantly beyond two folds. This is exemplified by the fold changes of the top 200 up-regulated and the top 200 down-regulated DEGs (Supplementary Table S2), among which *smn-1* is the third most down-regulated one. 

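The *smn-1(ok355)* libraries, so named by their recovered reads against their titles, showed single collagen genes among the largest decreases, although most collagen genes tested were not called, and F-box and pals genes among the largest increases. *bli-6*, a collagen gene on chromosome IV of WBcel235 (6377107 to 6378108), fell from an FPKM of 746 ± 176 (SD, n = 2) to 2.21 ± 1.15 (SD, n = 3), a log2 change of -7.90 (standard error 0.33, adjusted p = 0.001 from limma). *col-63*, another collagen gene (chromosome I, 8243754 to 8244948), fell from 277 ± 57.1 to 0.472 ± 0.239, a log2 change of -7.56 (standard error 0.23, adjusted p = 0.00071 from limma). *fbxa-163*, which encodes an F-box protein (chromosome II, 1609316 to 1610715), rose from 0.327 to 221 ± 118, a log2 change of 7.26 (standard error 0.41, adjusted p = 0.0016 from limma). *C08E3.1* (chromosome II, 1633806 to 1634089) rose from 0.493 to 330 ± 184, a log2 change of 7.72 (standard error 0.55, adjusted p = 0.0025 from limma). *F22G12.1*, a member of the pals family (chromosome I, 13139132 to 13141789), rose from 0.707 ± 0.176 to 210 ± 56.5, a log2 change of 6.92 (standard error 0.25, adjusted p = 0.00088 from limma). Of the 400 genes of the paper's Table S2, 375 were tested here, and 375 of these changed in the direction that the table gives. Of 183 of them listed as higher 175 were called higher, and of 192 listed as lower 187 were called lower (limma, Benjamini-Hochberg). These genes were picked on the same samples, so the overlap is not independent evidence.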

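*smn-1* lies on chromosome I of WBcel235 from 9511283 to 9512098 on the minus strand. Its mean FPKM was 27.2 ± 8.4 (SD, n = 2) in N2, 30.2 ± 3.9 (SD, n = 3) in *uaf-1(n4588)*, 0.103 ± 0.119 (SD, n = 3) in *smn-1(ok355)* and 0.278 ± 0.393 (SD, n = 2) in the double mutants, with both single mutants named as in Table S3 and not as in their titles. The *smn-1(ok355)* libraries held 4 *smn-1* reads together and the N2 libraries 719, which per fragment sequenced is a ratio of 0.372% (95% exact interval 0.101% to 0.957%, for counting error only). The log2 change from N2 to *smn-1(ok355)* was -4.65 (standard error 0.27, adjusted p = 0.0017 from limma). By limma-voom on the recovered reads, chosen after the values were seen, it was -8.32. Between N2 and *uaf-1(n4588)* the log2 difference was 0.17 (standard error 0.24, adjusted p = 0.78 from limma).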

Consistently, the raw sequencing reads and FPKMs (fragments per kilobase of transcript per million mapped reads) of *smn-1* transcripts were barely detectable in all *smn-1(ok355)* samples compared to wild type or *uaf-1(n4588)* samples (Supplementary Table S3).

**FIGURE 1:**
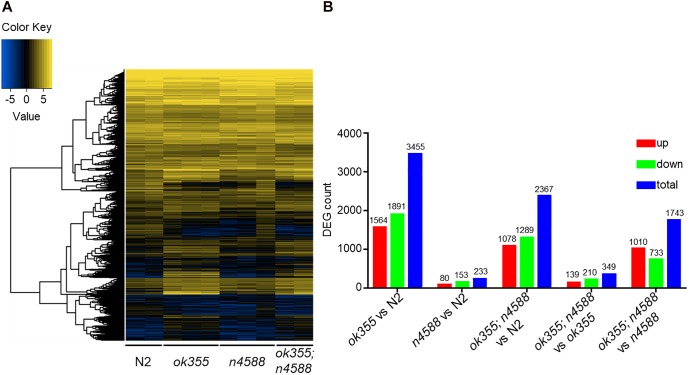
RNA-Seq identified differentially expressed genes (DEGs) in *smn-1(ok355)* mutants. **(A)** Heat map of DEGs in mutants and wild type. Blue color indicates low expression and yellow color indicates high expression. **(B)** Numbers of DEGs in mutants compared to wild type or in *smn-1(ok355); uaf-1(n4588)* double mutants compared to *smn-1(ok355)* or *uaf-1(n4588)* single mutants.

### *smn-1(ok355)* Mutants Have Defective Mitochondrial, Vacuolar H^+^-ATPase and Histone Gene Expression

To identify the major biological pathways affected by *smn-1*, we performed KEGG (Kyoto Encyclopedia of Genes and Genomes^1^) pathway analyses on the DEGs of *smn-1(ok355)* mutants. 

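Subunits of the V-ATPase, the proton pump of vacuoles and lysosomes, fell in *smn-1(ok355)* in 13 of 21 genes tested (limma, Benjamini-Hochberg; 13 adjusted over the list alone), where the titles of these libraries carry the other allele. *vha-8*, for a subunit of the V1 part (chromosome IV of WBcel235, 6791098 to 6792026), fell from an FPKM of 1029 ± 124 (SD, n = 2) to 332 ± 24.3 (SD, n = 3), a log2 change of -1.63 (standard error 0.15, adjusted p = 0.0045 from limma). *vha-10* (chromosome I, 5609588 to 5610254) fell from 1116 ± 84.6 to 380 ± 14.1, a log2 change of -1.55 (standard error 0.14, adjusted p = 0.0039 from limma). Proteins of the mitochondrial ribosome fell in 20 of 70 genes (20 adjusted over the list alone), in 10 without N2 replicate 2 and in 40 after median-of-ratios scaling. *mrps-17*, one of them (chromosome III, 6431153 to 6431792), fell from 69.3 ± 5.74 to 26.8 ± 0.986, a log2 change of -1.34 (standard error 0.13, adjusted p = 0.0047 from limma). Nuclear genes of oxidative phosphorylation (OXPHOS) had a median log2 change of -0.73, and 4 of 44 were called lower (4 adjusted over the list alone), against 22 after median-of-ratios scaling. *nduf-6*, for a subunit of complex I (chromosome I, 7090742 to 7091257), fell from 201 ± 43.3 to 72.0 ± 9.56, a log2 change of -1.46 (standard error 0.20, adjusted p = 0.0089 from limma). Of 11 OXPHOS genes of the mitochondrial DNA 1 fell (1 adjusted over the list alone), 5 after the same scaling, with no call without either N2 library or without *smn-1(ok355)* replicate 2 or 3. Of 26 genes of the TCA cycle 4 fell (4 adjusted over the list alone), 11 after scaling and 2 without N2 replicate 1, and among them *sucg-1*, for succinyl-CoA synthetase (chromosome IV, 7728920 to 7730471), had a log2 change of -1.51 (standard error 0.16, adjusted p = 0.0061 from limma). Of 21 genes that break down branched-chain amino acids 12 fell (12 adjusted over the list alone), 6 without N2 replicate 1, and *mccc-1* (chromosome IV, 9884570 to 9886965) had a log2 change of -1.44 (standard error 0.12, adjusted p = 0.0035 from limma). Of 10 genes of the mitochondrial stress response 3 fell (3 adjusted over the list alone), 6 after scaling, and *hsp-60*, a mitochondrial chaperone (chromosome III, 1619759 to 1625406), fell from 263 ± 15.6 to 56.8 ± 4.86, a log2 change of -2.19 (standard error 0.13, adjusted p = 0.0019 from limma). Against all other genes, camera with its preset correlation of 0.01 gave an adjusted p = 1.4e-12 for the V-ATPase list (adjusted p = 0.41 with an estimated correlation) and an adjusted p = 1.2e-25 for the mitochondrial ribosome (adjusted p = 0.41 with an estimated correlation).

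**Figure D1:**
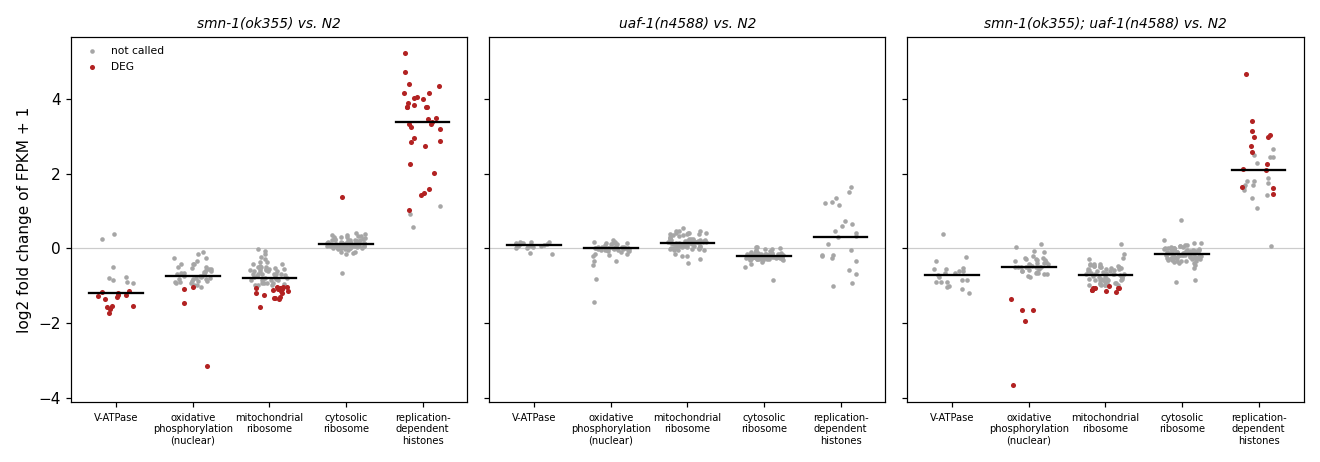
Log2 change from N2 (n = 2) to *smn-1(ok355)* (n = 3), *uaf-1(n4588)* (n = 3) and the double mutants (n = 2) of each tested gene of the lists named, in log2(FPKM + 1). In *smn-1(ok355)* the 21 V-ATPase genes have a median of -1.19 and the 35 replication-dependent histone genes a median of 3.39.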

Twenty-five significantly affected pathways were identified (Figure 2A and Supplementary Table S4), 13 of which were enriched with mitochondrial genes (Figure 2A, highlighted in red), followed by six pathways enriched with genes encoding vacuolar H^+^-ATPases (V-ATPases, green) and two pathways enriched with genes encoding nucleosome proteins (histones, blue) (Figure 2A).

**FIGURE 2:**
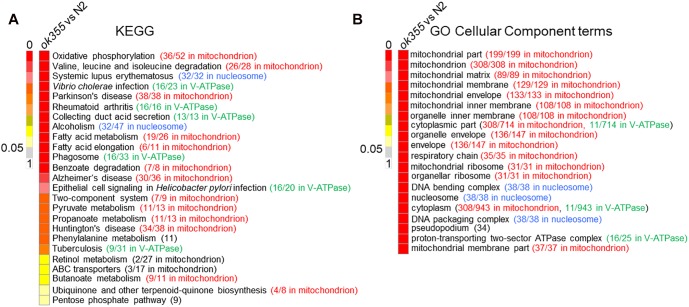
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis and gene ontology (GO) cellular component analysis in *smn-1(ok355)* single mutants. **(A)** Significantly affected KEGG pathways in *smn-1(ok355)* mutants. The number of DEGs with similar annotated functions vs. total DEGs in each pathway is shown in parentheses. Mitochondrial genes are indicated in red, V-ATPase genes in green and histone genes in blue. **(B)** Top 20 significantly affected GO cellular component terms in *smn-1(ok355)* mutants. Mitochondrial genes are indicated in red, V-ATPase genes in green and histone genes in blue. The number of DEGs in each term is shown in the parentheses. The colors of the scale bars indicate the statistical significance (*q*-value) of the affected pathways or terms, with *q*-value above 0.05 considered non-significant.

The other four KEGG pathways significantly affected in *smn-1(ok355)* mutants include phenylalanine metabolism, retinol metabolism, ATP-binding cassette (ABC) transporters and the pentose phosphate pathway (Figure 2A). 

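*bas-1*, for an aromatic amino acid decarboxylase (chromosome III of WBcel235, 5612289 to 5614603), had an FPKM of 20.3 ± 5.0 (SD, n = 2) in N2 and of 11.6 ± 1.09 (SD, n = 3) in *smn-1(ok355)*, the libraries titled with the other allele. Its log2 change was -0.75 (standard error 0.20, adjusted p = 0.042 from limma), short of the minimum for a DEG, and -1.03 after median-of-ratios scaling, under which it was called lower. *tdc-1*, for tyrosine decarboxylase (chromosome II, 8270607 to 8273541), had an FPKM of 7.87 ± 1.28 in N2 and of 4.73 ± 1.35 in *smn-1(ok355)*. Its log2 change was -0.65 (standard error 0.27, adjusted p = 0.11 from limma), and -1.07 by limma-voom on the recovered reads, which called it lower.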

Two DEGs in the phenylalanine metabolism pathway were *bas-1* and *tdc-1*, which are required for the synthesis of neurotransmitters serotonin (*bas-1*) (Hare and Loer, 2004), tyramine (*tdc-1*) and octopamine (*tdc-1*) (Alkema et al., 2005) (Supplementary Table S4). 

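UGT genes, whose products join sugars to small molecules, were called lower more often than higher in *smn-1(ok355)*, the genotype that Table S3 and not the title gives these libraries. Of 59 tested, 22 were lower and 5 higher (limma, Benjamini-Hochberg; 24 and 5 adjusted over the list alone), with 6 lower and 2 higher without N2 replicate 1, 3 higher without N2 replicate 2, and 14 lower without *smn-1(ok355)* replicate 1 or 3. *ugt-22* (chromosome IV of WBcel235, 13639350 to 13644042, overlapping 3 other genes) fell from an FPKM of 76.4 ± 15.5 (SD, n = 2) to 11.5 ± 0.936 (SD, n = 3), a log2 change of -2.62 (standard error 0.18, adjusted p = 0.0023 from limma). *ugt-44* (chromosome IV, 10469808 to 10471775) fell from 23.1 ± 0.553 to 6.61 ± 0.871, a log2 change of -1.67 (standard error 0.17, adjusted p = 0.0055 from limma). Among 65 genes for cytochrome P450 proteins, 9 were higher and 3 lower (9 and 3 adjusted over the list alone), with a median log2 change of -0.01. After median-of-ratios scaling 8 were higher and 5 lower, and by limma-voom 8 and 7. No P450 gene was called without N2 replicate 1, where 834 genes were called in all. *cyp-31A2* (chromosome IV, 11403972 to 11405959) rose from 3.45 ± 1.38 to 14.6 ± 2.81, a log2 change of 1.82 (standard error 0.28, adjusted p = 0.012 from limma), a call lost without N2 replicate 1. *cyp-14A1* (chromosome X, 13265081 to 13267338) had a log2 change of -0.96 (standard error 0.22, adjusted p = 0.029 from limma), short of the minimum, and was called lower after median-of-ratios scaling, at -1.17, and without *smn-1(ok355)* replicate 3.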

Among the 27 DEGs in the retinol metabolism pathway, 12 were *ugt* genes encoding UDP glycosyltransferases (UGT), followed by seven *cyp* genes encoding cytochrome P450 proteins (Supplementary Table S4). UGT and P450 interact and play essential roles in xenobiotic and endobiotic metabolism (Ishii et al., 2010; Knights et al., 2013). Among the 17 DEGs encoding ABC transporters, three were similar to yeast homologs localized in mitochondria (Figure 2A and Supplementary Table S4, based on annotations^2^), while the others were similar to homologs localized on the plasma membrane or other organelles (Supplementary Table S4). 

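ABC transporter genes rose and fell in *smn-1(ok355)*, as the genotypes stand in the paper and not in the titles. *pgp-8*, for a P-glycoprotein (chromosome X of WBcel235, 10859510 to 10864404), rose from an FPKM of 0.897 ± 0.543 (SD, n = 2) to 58.8 ± 11.6 (SD, n = 3), a log2 change of 4.99 (standard error 0.26, adjusted p = 0.0014 from limma). *haf-9*, a transporter of gut granules (chromosome I, 6081816 to 6085832), fell from 136 ± 44.2 to 22.8 ± 2.72, a log2 change of -2.49 (standard error 0.24, adjusted p = 0.0045 from limma). *haf-4* (chromosome I, 490051 to 496067) fell from 106 ± 33.4 to 29.9 ± 5.54, a log2 change of -1.78 (standard error 0.26, adjusted p = 0.01 from limma), and *haf-6* (chromosome I, 1162953 to 1175753) fell from 18.2 ± 1.46 to 6.99 ± 0.548, a log2 change of -1.27 (standard error 0.17, adjusted p = 0.0085 from limma). Both calls are lost without N2 replicate 1. Of 49 ABC transporter genes tested, 3 were higher and 7 lower (limma, Benjamini-Hochberg; 3 and 7 adjusted over the list alone), with 1 each way without N2 replicate 1 and 4 lower without *smn-1(ok355)* replicate 3.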

The pentose phosphate pathway is an important route for generating NADPH and maintaining redox balance (Stincone et al., 2015), a function also shared by mitochondria.

Considering that the same gene can be assigned to different KEGG pathways, we further sorted these DEGs to a non-redundant list (Supplementary Table S5). In the list, the top groups include genes that encode mitochondrial proteins (94 genes), histones (32), ABC transporters (17), V-ATPases (16), UGTs (12), phosphoprotein phosphatases (12), C-type lectins (10), and cytochrome P450 (7) (Supplementary Table S5).

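The groups of Table S5 were tallied in *smn-1(ok355)*, whose titles name the other allele, by the calls made here (limma, Benjamini-Hochberg). Of its mitochondrial genes 93 were tested, of which 38 fell and 3 rose (39 and 4 adjusted over the list alone). After median-of-ratios scaling 86 fell, and without N2 replicate 1 the number was 20. Of its 32 histone genes 29 rose and 2 fell (29 and 2 adjusted over the list alone), with 13 higher and 0 lower without N2 replicate 1, and 0 lower also without N2 replicate 2 or *smn-1(ok355)* replicate 1 or 3. Of its 16 V-ATPase genes 12 fell (12 adjusted over the list alone), of 16 ABC transporter genes 5 fell and 2 rose (6 and 2), and of 12 UGT genes 10 fell and 1 rose (10 and 1). Of its 12 phosphoprotein phosphatase genes 10 fell and 1 rose (10 and 1 adjusted over the list alone), with 0 lower without N2 replicate 1, 1 without N2 replicate 2 and 6 without *smn-1(ok355)* replicate 3. Of its 10 C-type lectin genes 5 rose and 2 fell (6 and 2), and of 7 cytochrome P450 genes 2 rose (2 higher and 1 lower adjusted over the list alone). Without N2 replicate 1 the lower ABC transporter and UGT genes numbered 1 and 4, and the higher lectin and P450 genes 2 and 0. The 59 other genes of the table included 13 that rose and 25 that fell (13 and 27), with 5 and 6 without N2 replicate 1. After median-of-ratios scaling 40 of these other genes fell and 10 rose, and of the ABC transporter genes 8 fell and 2 rose. By limma-voom these were 45 and 12, and 9 and 2. The study chose the genes of the table on the same samples, so the counts are not independent evidence.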

Gene ontology (GO^3^) analyses of the DEGs showed that mitochondrial components were the most significantly affected group (Figure 2B, red), similar to the KEGG analyses. 

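Genes annotated to the mitochondrion, with the single mutants named by the reads of Table S3, held 73 of the 515 tested that fell in *smn-1(ok355)*, an adjusted p = 1.9e-08 from a one-sided hypergeometric test over the tested genes with a term of the same branch. *cox-15*, which takes part in heme A synthesis (chromosome II of WBcel235, 11232908 to 11234947), fell from an FPKM of 74.3 ± 3.17 (SD, n = 2) to 23.5 ± 1.9 (SD, n = 3), a log2 change of -1.62 (standard error 0.13, adjusted p = 0.0034 from limma). The strongest term among lower genes was pseudopodium, which annotates sperm genes, with 35 of 44 (adjusted p = 2.4e-31 from the hypergeometric test). The term cytoskeleton followed, with 38 of 149 (adjusted p = 3e-11 from the same test). With the DEGs found after median-of-ratios scaling, the adjusted p of mitochondrion was 5.8e-26 from that test, and its adjusted p over the alternatives run ranged from 1.9e-11 to 1.4e-34.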

Components of the nucleosome proteins and V-ATPases were also among the top 20 categories (Figure 2B, blue and green, respectively). 

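Histone genes stood first among the terms of genes that rose in *smn-1(ok355)*, again under the paper's naming of the libraries: 33 of the 51 nucleosome genes tested were higher (adjusted p = 6.6e-17 from the hypergeometric test). *his-68*, a replication-dependent histone gene (chromosome I of WBcel235, 9989132 to 9989515), rose from an FPKM of 6.95 ± 0.15 (SD, n = 2) to 56.5 ± 1.77 (SD, n = 3), a log2 change of 2.85 (standard error 0.13, adjusted p = 0.0011 from limma). For the V-ATPase, 4 of 6 genes of the V1 domain (adjusted p = 0.014) and 4 of 8 of the V0 domain (adjusted p = 0.045) were among the lower genes by the hypergeometric test. *vha-6*, for an intestinal V0 subunit (chromosome II, 11435280 to 11438421), fell from 322 ± 72 to 94.7 ± 7.27, a log2 change of -1.74 (standard error 0.18, adjusted p = 0.0054 from limma). The term extracellular region held 121 of 501 tested genes among those that rose (adjusted p = 1.6e-14 from the hypergeometric test). From the KEGG pathways and the GO terms, the paper states that mitochondrial components were the group affected most, beside nucleosome and V-ATPase components.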

Non-redundant DEGs related to these GO terms are listed in Supplementary Table S6.

Though no KEGG pathways or GO terms related to lifespan or motor functions were predicted to be significantly affected in *smn-1(ok355)* mutants based on the hypergeometric test (Materials and Methods), a closer examination of the RNA-Seq results identified a non-redundant list (189 in total) of DEGs annotated to GO terms related to lifespan, motor functions and/or neuron activities (Supplementary Table S7). 

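Of 164 tested genes that Table S7 relates to motor functions or neuron activities, 77 rose and 34 fell in *smn-1(ok355)*, the libraries whose titles carry the other allele (limma, Benjamini-Hochberg; 78 and 40 adjusted over the list alone), and 63 rose and 69 fell after median-of-ratios scaling. Without N2 replicate 1, 13 rose and 6 fell, without N2 replicate 2, 47 rose and 22 fell, and without *smn-1(ok355)* replicate 3, 21 fell. *snf-11*, for a transporter of the neurotransmitter GABA (chromosome V of WBcel235, 11305354 to 11308440, with 1 gene overlapping it on the other strand), had a mean FPKM of 13.8 in N2 and of 30.5 in *smn-1(ok355)*, a log2 change of 1.08 (standard error 0.16, adjusted p = 0.011 from limma). That call is lost after scaling and without N2 replicate 1 or *smn-1(ok355)* replicate 2. Of 18 genes that the table relates to lifespan, 4 rose and 4 fell (4 and 4 adjusted over the list alone), with 11 lower after scaling and 0 lower without N2 replicate 1. The study chose these genes on the same samples, so their counts are not independent evidence. Of 12 genes of a list of motor neuron markers, 1 rose (1 adjusted over the list alone), a call lost after scaling and without N2 replicate 1 or *smn-1(ok355)* replicate 2.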

In the list, 15 were mitochondrial genes (Supplementary Table S7, highlighted in red) and two were V-ATPase genes (Supplementary Table S7, highlighted in green).

### Validation of Down-Regulated Gene Expression in *smn-1(ok355)* Mutants

To validate the RNA-Seq results, we used RT-qPCR to quantify the expression of a group of down-regulated DEGs randomly selected in the mitochondrial, V-ATPase, *ugt* and *cyp* groups (Supplementary Table S8, highlighted in red). Among the 13 nuclear genome-encoded mitochondrial genes examined (Supplementary Table S8), nine were confirmed to be down-regulated to ∼50% or less of the wild-type levels (Figure 3A), while four were not (Supplementary Figure S1). However, the differential expression of the four mitochondrial genome-encoded genes was not validated (Supplementary Figure S1). We examined seven V-ATPase genes (Supplementary Table S8) and validated that four were down-regulated (Figure 3B and Supplementary Figure S1). We further validated the down-regulation of four *ugt* genes (Figure 3C and Supplementary Figure S1) out of five examined (Supplementary Table S8) and of three *cyp* genes (Figure 3D and Supplementary Figure S1) out of five examined (Supplementary Table S8). Together, the total validation rate was 20/34.

**FIGURE 3:**
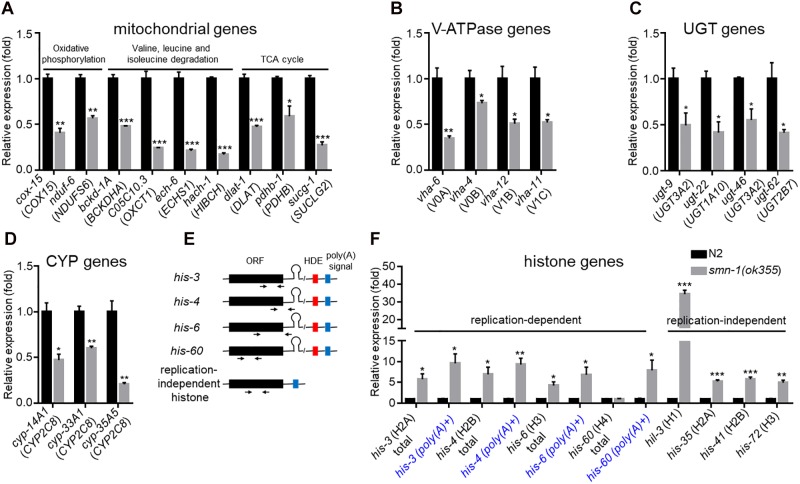
RT-qPCR validation of DEGs in *smn-1(ok355)* single mutants. Relative expression of mitochondrial genes **(A)**, V-ATPase subunit genes **(B)**, *ugt* genes **(C)**, and *cyp* genes **(D)** in *smn-1(ok355)* mutants. The corresponding mammalian homologs are indicated in parentheses. **(E)** Gene structures of replication-dependent and -independent histone genes and positions of PCR primers. HDE (red): presumably *C. elegans*-specific histone downstream element (Keall et al., 2007). *Poly(A)* signals are indicated as blue boxes. **(F)** Validation of histone gene expression. For replication-dependent histone genes, total transcripts and *poly(A)+* transcripts were reversely transcribed using random primers and oligo(dT) primers, respectively. Each dataset is the average of three biological replicates. Statistics: two-tailed unpaired Student’s *t*-test. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001. Error bars: standard errors.

### Validation of Histone Gene Expression

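Core and linker histone genes rose in *smn-1(ok355)*, the group named by its reads and not by its title, in every class of Table S8. Of the H1 genes 5 of 5 were higher, of the H2A genes 7 of 9, of the H2B genes 7 of 7, of the H3 genes 9 of 11 and of the H4 genes 7 of 7 (limma, Benjamini-Hochberg, the same counts adjusted over each list alone). Without N2 replicate 1 the numbers were 4 for H2B, 3 for H3 and 0 for H4, and without N2 replicate 2 the number for H4 was 4. Of the others, 1 H2A gene and 2 H3 genes were lower, and without either N2 library or *smn-1(ok355)* replicate 1 or 3 none of these 3 was called. *his-41* (chromosome V of WBcel235, 9545579 to 9546164) rose from an FPKM of 175 ± 16 (SD, n = 2) to 597 ± 64.4 (SD, n = 3), a log2 change of 1.76 (standard error 0.16, adjusted p = 0.0039 from limma). *his-35* (chromosome V, 9544768 to 9545283) rose from 196 ± 13.5 to 607 ± 9.39, a log2 change of 1.63 (standard error 0.13, adjusted p = 0.0029 from limma). The table was drawn up on the same samples, so the tally is not independent evidence.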

Different from that of mitochondrial and V-ATPase genes, the expression of the majority of histone genes (34/38, excluding *his-72*, see below) was found to be significantly up-regulated in *smn-1(ok355)* mutants based on RNA-Seq results (Supplementary Table S8).

Histone genes can be classified into two types: the replication-dependent type, which produces mature mRNA transcripts with a unique 3′ stem-loop end structure without *poly(A)* tails [*poly(A)-*], and the replication-independent type, which produces transcripts with *poly(A)* tails [*poly(A)+*] (Marzluff et al., 2008) (Figure 3E). For replication-dependent histone genes, studies in mammalian *SMN*-deficient cells showed that defective cleavage between the 3′ stem-loop end structure and the *poly(A)* signal (Figure 3E) by the U7 snRNP would lead to the accumulation of *poly(A)+* transcripts (Tisdale et al., 2013).

To validate histone gene expression, we selected four genes from both replication-dependent and -independent types, each of which encodes a different histone (Supplementary Table S8 and Figure 3F). It is worth noting that *his-72*, which encodes an H3 histone and is replication-independent, was not identified as a DEG based on RNA-Seq (Supplementary Table S8). 

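*his-72* lies on chromosome III of WBcel235 from 12367657 to 12369050, where 1 gene overlaps it on the same strand. Its FPKM was 450 ± 43.8 (SD, n = 2) in N2 and 1022 ± 145 (SD, n = 3) in *smn-1(ok355)*, the libraries titled with the other allele. The log2 change was 1.18 (standard error 0.18, adjusted p = 0.012 from limma), and *his-72* was called higher. After median-of-ratios scaling the change was 0.87, below the minimum for a DEG, and the call was also lost without N2 replicate 1. Among 19 replication-independent histone genes, 9 rose and 3 fell (limma, Benjamini-Hochberg; 9 and 3 adjusted over the list alone), and without either N2 library or *smn-1(ok355)* replicate 1 or 3 no gene was called lower.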

We included it as a representative of its type (replication-independent H3-encoding).

For replication-independent histone genes, we generated cDNAs using random oligo primers in reverse transcription experiments (see section “Materials and Methods”). RT-qPCR experiments confirmed that the expression levels of the four selected genes (Supplementary Table S8) were significantly up-regulated in *smn-1(ok355)* mutants (Figure 3F).

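Replication-dependent histone genes, whose transcripts mostly end without a poly(A) tail, rose in 32 of 35 tested (limma, Benjamini-Hochberg; 33 adjusted over the list alone) in the libraries that Table S3 identifies as *smn-1(ok355)* against their titles. Without N2 replicate 1 the number was 11. *his-3* (chromosome V of WBcel235, 16040808 to 16041191) rose from an FPKM of 9.14 ± 3.6 (SD, n = 2) to 164 ± 55.7 (SD, n = 3), a log2 change of 4.02 (standard error 0.36, adjusted p = 0.004 from limma). *his-62* (chromosome IV, 7486545 to 7486916) rose from 4.57 ± 0.106 to 56.3 ± 12.2, a log2 change of 3.34 (standard error 0.22, adjusted p = 0.0022 from limma). *his-60* (chromosome IV, 7487681 to 7487992) rose from 8.58 and 15.6 in N2 to 71, 205 and 137 in *smn-1(ok355)*, a log2 change of 3.33 (standard error 0.49, adjusted p = 0.01 from limma), a call lost without N2 replicate 1. The median log2 change of the list was 3.39, and camera gave it an adjusted p = 7.9e-11 (adjusted p = 0.41 with an estimated correlation).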

The RNA-Seq results suggested up-regulation of *poly(A)+* transcripts of replication-dependent histone genes in *smn-1(ok355)* mutants (Supplementary Table S8). To validate the change, we generated cDNAs for either *poly(A)+* transcripts or total transcripts (see section “Materials and Methods”) of four such genes. RT-qPCR experiments confirmed that the *poly(A)+* transcripts were significantly up-regulated [Figure 3F, e.g., *his-3 (poly(A)+)*].

Interestingly, the total transcript levels of three replication-dependent histone genes were also up-regulated in *smn-1(ok355)* mutants (Figure 3F), except for *his-60*.

To investigate whether more histone transcripts would lead to increased protein expression, we generated transgenic animals expressing a *his-41p::his-41::mCherry* transgene (Figure 4A). Consistent with the up-regulation of endogenous histone genes by *smn-1(ok355)* (Figure 3F), the expression of the transgene was increased by ∼100% in *smn-1(ok355)* homozygotes compared to *smn-1(ok355)/+* heterozygotes (Figure 4B). However, the mCherry fluorescence signals were similar between the two genotypes (Figure 4A,C). Similar observations were also made for *his-35* and *hil-3* (XG and LM, unpublished observations). Therefore, a transcript-independent mechanism(s) might be employed to regulate histone protein levels *in vivo*.

**FIGURE 4:**
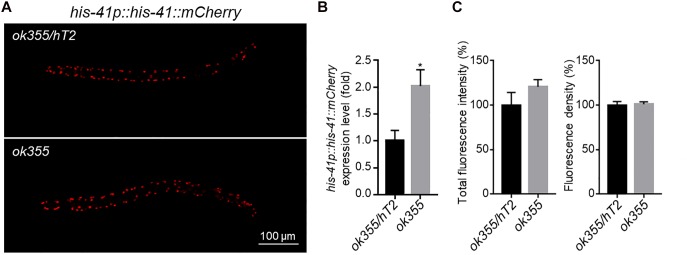
*his-41p::his-41::mCherry* transgene expression. **(A)** Representative fluorescence pictures of HIS-41::mCherry fusion protein expression in an *smn-1(ok355)/hT2* heterozygous or an *smn-1(ok355)* homozygous animal. **(B)** RT-qPCR quantification of *his-41::mCherry* expression levels. **(C)** Quantification of the total fluorescence intensity (left) and density (right) of mCherry. For mRNA expression, each dataset is the average of three biological replicates from one transgenic line. For mCherry intensity, each dataset is the average of 20 transgenic animals in two transgenic lines, with 10 animals from each line. Statistics: two-tailed unpaired Student’s *t*-test. ^∗^*p* < 0.05. Error bars: standard errors.

### The Effect of *uaf-1(n4588)* on DEGs of *smn-1(ok355)* Mutants

We previously found that the *uaf-1(n4588)* and *uaf-1(n4588 n5127)* mutations can partially suppress the defective behavior and lifespan of *smn-1(ok355)* mutants at late developmental stages when the defects are obvious (Gao et al., 2014). To understand how *uaf-1(n4588)* affects gene expression, we performed RNA-Seq on *uaf-1(n4588)* single and *smn-1(ok355); uaf-1(n4588)* double mutants at the pre-symptomatic stage (Figure 1A).

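The second part of the experiment holds 3 libraries of *uaf-1(n4588)* and 2 of the double mutants, made and deposited as FPKM like those of N2 and *smn-1(ok355)*, and tested in the same way. The depth in fragments by which their FPKM were divided was 20005035, 19007095 and 20230629 for *uaf-1(n4588)*, and 19643487 and 20174534 for the double mutants. The libraries called *uaf-1(n4588)* here, by the *smn-1* reads of Table S3, are those whose titles read *smn-1(ok355)*. *uaf-1*, which encodes the large subunit of the splicing factor U2AF (chromosome III of WBcel235, 1063018 to 1076555, overlapping 1 gene), had an FPKM of 83.9 and 92.5 in N2, 74.1, 78.9 and 62.1 in *uaf-1(n4588)*, 90.7, 96.4 and 84.3 in *smn-1(ok355)*, and 78.7 and 57.3 in the double mutants. From N2 to *uaf-1(n4588)* its log2 change was -0.30 (standard error 0.17, adjusted p = 0.47 from limma). The allele is a missense change, so the level of *uaf-1* does not identify these libraries. Whether the effect of *uaf-1(n4588)* differs between backgrounds was tested by the interaction of both alleles over all 10 libraries.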

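Some of the replication-dependent histone genes were called above wild type in the double mutants, and no V-ATPase gene was called by limma. Of 31 replication-dependent histone genes tested, 14 were higher than in N2 (limma, Benjamini-Hochberg; 23 adjusted over the list alone), with a median log2 change of 2.1. Of 21 V-ATPase genes 0 were called by limma (0 adjusted over the list alone), with a median log2 change of -0.71, against 1 by limma after median-of-ratios scaling and 2 by limma-voom. Of 70 mitochondrial ribosome genes 9 were lower (10 adjusted over the list alone), 28 after scaling, and of 44 nuclear OXPHOS genes 5 were lower (5 adjusted over the list alone). V-ATPase changed by a median of 0.48 and nuclear OXPHOS genes by a median of 0.25 (log2) from *smn-1(ok355)*, titled with the other allele, to the double mutants, where none of them was called by limma over all genes and 1 V-ATPase gene was called lower adjusted over the list alone. In all, 2443 genes were higher and 1193 lower than in N2 among 16897 tested, and 7058 had an unadjusted p under 0.05. No gene was called by limma without either N2 library (4003 and 5250 at an unadjusted p under 0.05), and 15 and 13 were called without either double-mutant library. Of the 16207 genes tested in both mutants, 1175 were higher in both (284 expected), 780 lower in both (83.7 expected) and 1 changed in opposite directions. Both comparisons share the N2 libraries, which gave a covariance of the changes of 0.101 ± 0.003 (SD) in 100 simulated draws without change, against 1.006 here. With scaling the shared counts were 853 and 1068.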

In *smn-1(ok355); uaf-1(n4588)* double mutants, the major KEGG pathways identified in *smn-1(ok355)* single mutants were no longer significant (Supplementary Figure S2 and Supplementary Tables S4, S9), though many DEGs were shared between the two mutants (Supplementary Tables S5, S6). We postulate that false negatives in the double mutants might render these pathways insignificant. To test this possibility, we compared the expression of eight genes deemed DEGs in *smn-1(ok355)* single mutants but not DEGs in the double mutants (Supplementary Figure S3A). 

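The genes of Supplementary Figure S3A had these levels in the RNA-Seq libraries, where *smn-1(ok355)* is the group titled with the other allele. *cox-15* had an FPKM of 43.9 and 24.9 in the double mutants, a log2 change from N2 of -1.14 (standard error 0.32, adjusted p = 0.065 from limma). *vha-6* had an FPKM of 186 and 103, a log2 change of -1.19 (standard error 0.37, adjusted p = 0.081 from limma). *vha-11* and *vha-12*, for further V-ATPase subunits, had an FPKM of 219 and 130, and of 313 and 202, beside 140 ± 8.82 and 159 ± 17.9 in *smn-1(ok355)* (SD, n = 3). *C05C10.3* had 121 ± 52.4 (SD, n = 2), beside 72.2 ± 5.94 in *smn-1(ok355)*, and *acdh-2*, an acyl-CoA dehydrogenase, had 21.1 and 5.0, beside 3.57 ± 0.468. *dhs-26*, for a short-chain dehydrogenase (chromosome X of WBcel235, 3360771 to 3362345), had 2.9 and 2.98, beside 131, 192 and 64.1 in *smn-1(ok355)*, and its log2 change from N2 was 0.80 (standard error 0.26, adjusted p = 0.088 from limma). *T22B7.7* (chromosome X, 5652014 to 5653796) had 9.0 and 12.9, beside 125, 207 and 72.7, and its log2 change from N2 was 1.4 (standard error 0.42, adjusted p = 0.075 from limma). In simulated data for this comparison, 32.1% of genes with a 4-fold change and 0.6% with a 2-fold change were called. The spread there was pooled over all 10 libraries, not that of N2 and the double mutants alone. The planted genes had a mean of at least 50 reads, and a 2-fold change lies just short of the minimum for a DEG.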

Five of the eight genes had been validated before (Figure 3A,B), while three had not been. The RT-qPCR results showed that seven genes were false negatives in the double mutants (Supplementary Figures S3B,C, *cox-15*, *C05C10.3*, *acdh-2*, *dhs-26*, *vha-6*, *vha-11* and *vha-12*). One gene appeared to be a real negative in the double mutants (Supplementary Figure S3B, *T22B7.7*).

The gene expression profiles of *uaf-1(n4588)* single mutants were similar to that of wild type (Figure 1A). 

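Along the first principal component the *uaf-1(n4588)* libraries, titled *smn-1(ok355)*, lay at -51.56, -66.61 and -53.41, near the N2 libraries, and the double mutants at 37.25 and 73.12, near *smn-1(ok355)*. The second component, with 14.1% of the variance, put *uaf-1(n4588)* at -44.9, 14.41 and -27, N2 at 24.58 and 37.67, and the double mutants at -58.95 and -28.32. Replicates of *uaf-1(n4588)* had Pearson's r across genes of 0.9671, 0.9771 and 0.9729. *F44E7.5* was an exception to the likeness (chromosome V of WBcel235, 5779025 to 5780776, with 1 gene overlapping it on the other strand), with an FPKM of 3.92 and 4.63 in N2 and of 193 ± 31.2 (SD, n = 3) in *uaf-1(n4588)*. Its log2 change was 5.19 (standard error 0.20, adjusted p = 0.0039 from limma), a call lost without N2 replicate 1 or *uaf-1(n4588)* replicate 1 or 3.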

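*F56C3.9* (chromosome X of WBcel235, 1391921 to 1393987) had an FPKM of 9.09 and 11.6 in N2 and of 144, 96.1 and 127 in *uaf-1(n4588)*, the libraries that the titles give to the other allele, a log2 change of 3.43 (standard error 0.23, adjusted p = 0.038 from limma). *F55G11.4* (chromosome IV, 12973659 to 12975563) rose from 9.83 and 10.3 to 96.9 ± 23.6 (SD, n = 3), a log2 change of 3.12 (standard error 0.24, adjusted p = 0.038 from limma). *cbp-2*, a gene related to the transcriptional coactivator CBP (chromosome III, 9923225 to 9924467), fell from 43.8 and 43.9 to 9.44, 8.9 and 7.09, a log2 change of -2.25 (standard error 0.20, adjusted p = 0.038 from limma). Each of these 3 calls is lost with no filter on low values and without N2 replicate 1 or 2 or *uaf-1(n4588)* replicate 1 or 3. Of 15403 genes tested, 14 were up-regulated and 4 down-regulated (limma, Benjamini-Hochberg), and 2092 had an unadjusted p under 0.05. Without *uaf-1(n4588)* replicate 2 there were 99 and 649, without N2 replicate 1 or *uaf-1(n4588)* replicate 1 or 3 there were 0 (868, 1729 and 1184 at an unadjusted p under 0.05 from limma), and without N2 replicate 2 there was 1. By limma-voom on the recovered reads 22 genes were called, and by limma with the replicate number as a block 0 (1609 at an unadjusted p under 0.05). The block also leaves out *uaf-1(n4588)* replicate 3, so its 0 cannot be told from the loss of that library. In simulated data at a spread pooled over all 10 libraries, 73.7% of genes with a 4-fold change were called, and 9.3% with a 2-fold change. A 2-fold change lies just short of the minimum for a DEG, and the planted genes had a mean of at least 50 reads.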

233 DEGs were identified in *uaf-1(n4588)* mutants, including 80 up-regulated and 153 down-regulated ones (Figure 1B). No KEGG pathways were significantly affected by these DEGs. 

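No collagen gene of the adult cuticle was called by limma between N2 and *uaf-1(n4588)*, the libraries titled *smn-1(ok355)*. *bli-2* (chromosome II of WBcel235, 5651439 to 5652421, with 1 gene overlapping it on the other strand) had an FPKM of 447 and 355 in N2 and of 29.9, 161 and 88.1 in *uaf-1(n4588)*, a log2 change of -2.39 (standard error 0.66, adjusted p = 0.28 from limma). *col-19*, a marker of the adult cuticle (chromosome X, 421724 to 422646), had 3.74 and 5.91 in N2 and 0.689, 0.907 and 0.511 in *uaf-1(n4588)*, a log2 change of -1.76 (standard error 0.31, adjusted p = 0.15 from limma). Of 4 genes of a list of adult cuticle collagens tested, 0 were called by limma over all genes and 3 were lower adjusted over the list alone. Of 129 collagen genes 0 were called by limma (0 adjusted over the list alone), with a median log2 change of 0.29. By the hypergeometric test no GO term of the genes called here reached an adjusted p of 0.05.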

A few affected GO terms include collagens or structural proteins of the cuticle (Supplementary Table S10). A comparison between *uaf-1(n4588)* single and *smn-1(ok355); uaf-1(n4588)* double mutants identified 1,743 DEGs, among which 1,010 were up-regulated and 733 down-regulated (Figure 1B).

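A pair of neighboring lysozyme genes was called higher in the double mutants than in *uaf-1(n4588)*, which is titled with the other allele. *ilys-3*, for an invertebrate lysozyme (chromosome IV of WBcel235, 2464485 to 2465398), had an FPKM of 3.69, 5.51 and 3.65 in *uaf-1(n4588)* and of 253 and 243 in the double mutants, a log2 change of 5.58 (standard error 0.21, adjusted p = 0.0054 from limma). *ilys-2*, its neighbor (chromosome IV, 2467681 to 2468810), had a log2 change of 5.72 (standard error 0.52, adjusted p = 0.009 from limma), a call lost without double-mutant replicate 2. *smn-1* had a log2 change of -4.64 (standard error 0.28, adjusted p = 0.0073 from limma). The mitochondrial ribosome fell in 23 of 70 genes (limma, Benjamini-Hochberg; 26 adjusted over the list alone), and the V-ATPase in 4 of 21 (6 adjusted over the list alone). Replication-dependent histone genes rose in 14 of 31 (21 adjusted over the list alone). Without *uaf-1(n4588)* replicate 1, 2 or 3 and double-mutant replicate 1 or 2, limma called 26, 4, 0, 0 and 0 of the mitochondrial ribosome genes lower, 0, 0, 0, 1 and 0 of the V-ATPase genes lower, and 8, 4, 3, 6 and 1 of the histone genes higher. Of 16543 genes tested, 1802 were up-regulated and 423 down-regulated, 2225 together (6068 at an unadjusted p under 0.05), and after median-of-ratios scaling 1611 and 643. Without the same libraries in turn the total was 1179, 984, 383, 176 and 16.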

We compared *smn-1(ok355); uaf-1(n4588)* double mutants with *smn-1(ok355)* single mutants and identified 349 DEGs (Figure 1B and Supplementary Table S11). 

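F26F2 genes of chromosome V of WBcel235 were among the genes called lower from *smn-1(ok355)*, titled with the other allele, to the double mutants. *F26F2.1* (20559162 to 20561895) had an FPKM of 131 ± 24.3 (SD, n = 3) in *smn-1(ok355)* and of 2.2 and 4.01 in the double mutants, a log2 change of -5.03 (standard error 0.26, adjusted p = 0.021 from limma). *mab-3*, for a transcription factor of male development (chromosome II, 9733422 to 9737714), rose from 5.72, 7.14 and 6.31 to 55.3 and 61.6, a log2 change of 3.01 (standard error 0.16, adjusted p = 0.021 from limma). *hlh-2*, for another transcription factor (chromosome I, 7191240 to 7193907), rose from 6.59, 6.69 and 7.57 to 24 ± 1.56 (SD, n = 2), a log2 change of 1.65 (standard error 0.15, adjusted p = 0.049 from limma). Of 17998 genes tested, 20 were up-regulated and 24 down-regulated (limma, Benjamini-Hochberg), and 3313 had an unadjusted p under 0.05. With the replicate number as a block, which leaves out *smn-1(ok355)* replicate 3, limma called 0 genes (3007 at an unadjusted p under 0.05). Without any single library of the comparison limma called 0 genes (2037 to 3335 at an unadjusted p under 0.05), so all 3 of these calls are lost as well. By limma-voom on the recovered reads 5 genes were called, and with all 10 libraries in the fit 198 were up-regulated and 270 down-regulated. Among genes listed in every file, limma called 2 up-regulated and 7 down-regulated. Of the main calls, 5 up-regulated and 21 down-regulated genes had a mean of at least 50 reads and no overlap between groups.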

No KEGG pathways were significantly affected by these DEGs. 

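Vitellogenin genes, which encode yolk proteins and make up the nutrient reservoir genes of Table S11, varied widely between the *smn-1(ok355)* libraries, whose titles carry the other allele. *vit-2* (chromosome X of WBcel235, 5101043 to 5106078) had an FPKM of 118, 603 and 22.8 in *smn-1(ok355)* and of 0.179 and 0.563 in the double mutants, a log2 difference of -6.46 (standard error 1.33, adjusted p = 0.11 from limma). *vit-5* (chromosome X, 3403481 to 3408555) had 125, 658 and 15.7 in *smn-1(ok355)* and 0.0952 and 0.268 in the double mutants, a log2 difference of -6.56 (standard error 1.51, adjusted p = 0.13 from limma). Of 6 nutrient reservoir genes 0 were called by limma over all genes and 4 were lower adjusted over the list alone, with a median of -4.7. Both were called lower with all 10 libraries in the fit. Of 41 extracellular region genes of Table S11, 1 rose and 4 fell (limma, Benjamini-Hochberg; 15 and 22 adjusted over the list alone). *clec-47*, a C-type lectin gene (chromosome V, 15175762 to 15176290), fell from 445, 184 and 533 to 9.59 and 6.47, a log2 change of -5.31 (standard error 0.50, adjusted p = 0.049 from limma), a call lost without any single library of the comparison. The study chose these genes on the same samples, so their counts are not independent evidence. By the hypergeometric test extracellular region held 4 of 503 tested genes among those called lower here (adjusted p = 0.88).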

The two GO terms significantly affected were extracellular region and nutrient reservoir activity (Supplementary Table S11). We also identified individual DEGs related to life span, motor functions and neuron activities (Supplementary Table S11).

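*F56A4.3*, the gene that Table S11 relates to life span (chromosome V of WBcel235, 2453427 to 2456084), was listed at 0 in all 3 *smn-1(ok355)* libraries, named against their titles, and had an FPKM of 7.68 and 10.6 in the double mutants (adjusted p = 0.041 from limma). The call is lost without any of the *smn-1(ok355)* libraries. Of 16 genes of that table related to motor functions or neuron activities, 1 rose (limma, Benjamini-Hochberg; 11 higher and 3 lower adjusted over the list alone). Of its 282 other genes 3 rose and 17 fell (94 and 177 adjusted over the list alone), and these too were chosen by the study on the same samples and are not independent evidence.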

One hundred and fifty-two of the 349 DEGs in *smn-1(ok355); uaf-1(n4588)* vs. *smn-1(ok355)* comparison exhibited expression changes opposite to that in *smn-1(ok355)* vs. N2 comparison (Supplementary Table S12), among which the expression of 31 down-regulated genes in *smn-1(ok355)* was increased in the double mutants, while that of 121 up-regulated genes in *smn-1(ok355)* was decreased in the double mutants. 

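*F26F2.3*, near *F26F2.1* (chromosome V of WBcel235, 20565410 to 20566541), had an FPKM of 0.112 and 0.0549 in N2, 136, 76.1 and 92.7 in *smn-1(ok355)*, titled with the other allele, and 0.478 and 1.22 in the double mutants. Its log2 change was 6.52 (standard error 0.27, adjusted p = 0.001 from limma) from N2 and -5.78 (standard error 0.32, adjusted p = 0.022 from limma) to the double mutants. *dhs-26* had a log2 change of 5.71 (standard error 0.47, adjusted p = 0.0034 from limma) and then of -4.91 (standard error 0.46, adjusted p = 0.049 from limma). *F26F2.4*, *F26F2.5*, *F26F2.13*, *C17H1.4*, *C17H1.10* and the MATH genes *math-6*, *math-10*, *math-14* and *math-38* followed the same course. Of 16750 genes tested in both comparisons, 18 rose in *smn-1(ok355)* and fell in the double mutants, and 1, *F56A4.3*, did the reverse (limma, Benjamini-Hochberg). Independent calls would give 4 and 0.197. Both comparisons share the *smn-1(ok355)* libraries, and 100 simulated draws without change gave 0.01 such genes on average and 1 at most. These draws held no genes changed in *smn-1(ok355)*, so they do not show how many opposite calls shared noise gives among changed genes. The covariance of the changes was -0.074 ± 0.003 (SD) in the draws against -0.228 here. With the replicate number as a block, which leaves out *smn-1(ok355)* replicate 3, limma called 0 genes in opposite directions. Limma called 0 such genes without any 1 of the *smn-1(ok355)* or double-mutant libraries, and limma-voom called 3. Of the genes of Table S12 tested here, 116 of 120 listed as higher in *smn-1(ok355)* rose from N2 (118 adjusted over the list alone), and 16 of 120 fell in the double mutants (all but 1 adjusted over the list alone). Of those listed as lower, 19 of 30 fell from N2 (22 adjusted over the list alone) and 1 of 30 rose in the double mutants (26 adjusted over the list alone). The study chose them on these samples, so this is not independent evidence.

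**Figure D2:**
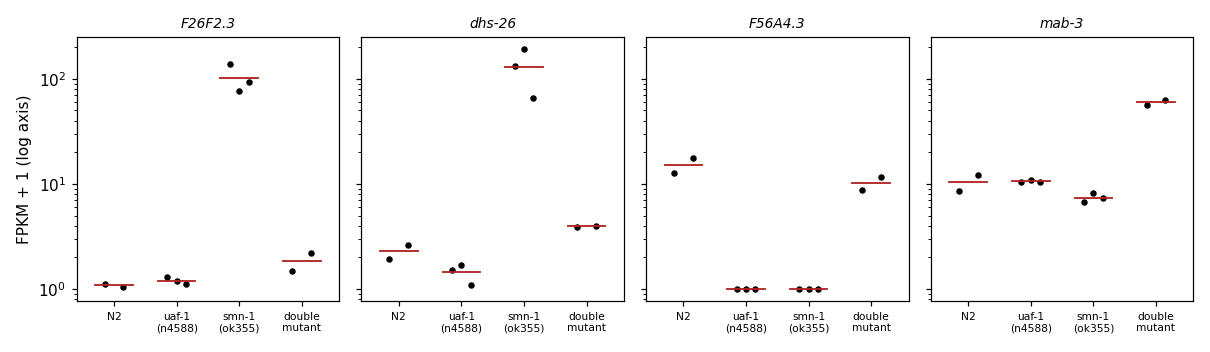
FPKM + 1 per library, on a log scale, in N2 (n = 2), *uaf-1(n4588)* (n = 3), *smn-1(ok355)* (n = 3) and the double mutants (n = 2). *F26F2.3*, *dhs-26* and *F56A4.3* were called in opposite directions between N2, *smn-1(ok355)* and the double mutants. *mab-3* was not, and was called higher from *smn-1(ok355)* to the double mutants. Each point is 1 library, and *F26F2.3* had an FPKM of 136, 76.1 and 92.7 in *smn-1(ok355)*.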

Though it is interesting to speculate that some of these expression changes might underlie the suppression of *smn-1(ok355)* defects by *uaf-1(n4588)*, caution has to be exercised in interpreting these results before the expression is validated and extensive analyses of gene functions are performed.

### The Effect of *smn-1(ok355)* on Alternative Splicing

Our RNA-Seq results provide a list of candidate DEGs with altered splicing in *smn-1(ok355)* mutants, among which 18 genes (Supplementary Table S13) belonged to the mitochondrial and V-ATPase group. However, the predicted alternative splicing in 17 genes could not be validated by RT-PCR (Supplementary Table S13). The predicted intron retention was validated for the *cpt-2* gene (Supplementary Table S13), while no significant difference was found between wild type and *smn-1(ok355)* mutants (Supplementary Table S13).

To further investigate how *smn-1(ok355)* affected alternative splicing, we examined nine genes (Figure 5 and Supplementary Figure S4) that exhibited altered splicing in *uaf-1(n4588)* mutant embryos. These genes were recently reported in a study about the interaction of *uaf-1* with the RNA-binding motif gene *rbm-5* (Zhou et al., 2018).

**FIGURE 5:**
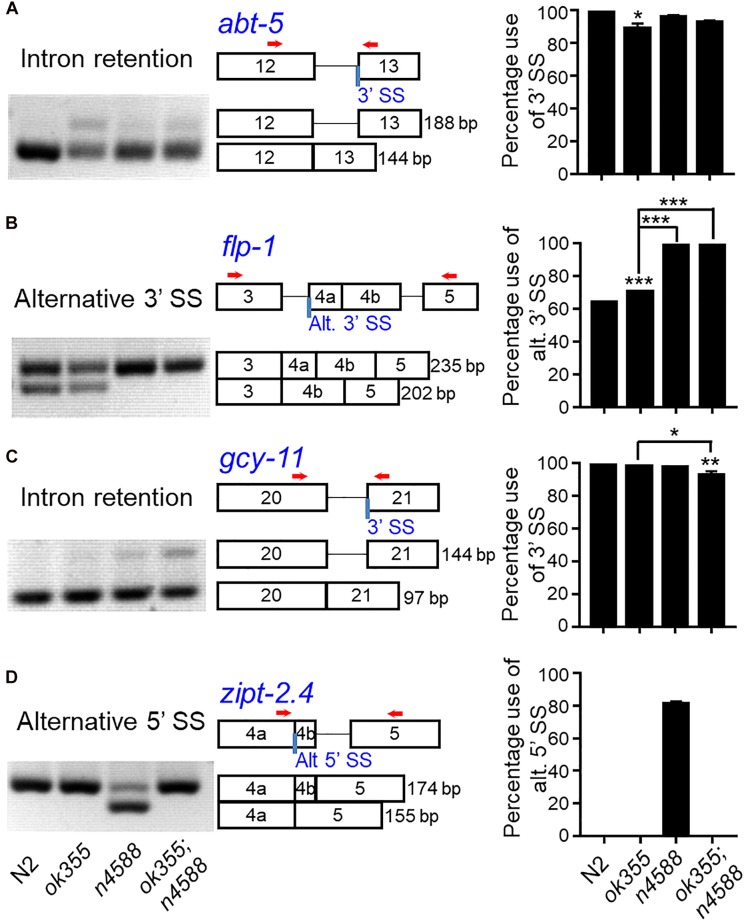
RT-PCR examination of alternative splicing in *smn-1(ok355)* mutants. *smn-1(ok355)* increased the intron retention of the *abt-5* gene **(A)** and the recognition of an alternative 3′ splice site of the *flp-1* gene **(B)**. **(C)** *smn-1(ok355)* and *uaf-1(n4588)* together can increase the intron retention of the *gcy-11* gene. **(D)** *smn-1(ok355)* can strongly suppress the recognition of a cryptic 5′ splice site in *uaf-1(n4588)* mutants. Representative gel pictures, gene structures and splicing quantifications are shown from left to right, with genotypes indicated at the bottom. Red arrows: positions of PCR primers. Each dataset is the average of three biological replicates. Statistics: Bonferroni multiple comparison with one-way ANOVA. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001. Error bars: standard errors.

At the pre-symptomatic larval stage, RT-PCR showed that *smn-1(ok355)* could apparently increase the intron retention of the *abt-5* gene (Figure 5A) and the splicing at an alternative 3′ splice site of the *flp-1* gene (Figure 5B). *smn-1(ok355)* also appeared to act together with *uaf-1(n4588)* to increase the intron retention of the *gcy-11* gene (Figure 5C). Surprisingly, *smn-1(ok355)* completely suppressed the recognition of a cryptic 5′ splice site within the *zipt-2.4* gene in *uaf-1(n4588)* mutants, though *smn-1* had no effect by itself (Figure 5D). For the other five genes, *smn-1(ok355)* did not alter their splicing in either wild-type or *uaf-1(n4588)* background (Supplementary Figure S4).

## Discussion

In this study, we analyzed the global gene expression of a *C. elegans* model of SMA at the pre-symptomatic stage and validated the down-regulation of a subset of genes encoding mitochondrial, vacuolar H^+^-ATPase, UGTs and cytochrome P450. Different from mitochondrial and other genes, most histone genes were up-regulated in this model. Our findings suggest that abnormal expression of mitochondrial, V-ATPase and histone genes could be considered in understanding SMA pathogenesis.

### Defective Expression of Mitochondrial and V-ATPase Genes in *SMN* Mutants

Abnormal expression and/or splicing of numerous genes are found in different SMA models, including human, mouse, zebrafish, *Drosophila*, *C. elegans* and *S. pombe* (Zhang et al., 2008, 2013; Baumer et al., 2009; Campion et al., 2010; Boulisfane et al., 2011; Lotti et al., 2012; Praveen et al., 2012; Garcia et al., 2013, 2016; Tisdale et al., 2013; Maeda et al., 2014; See et al., 2014; Sleigh et al., 2014; Miller et al., 2016; Bernabo et al., 2017; Jangi et al., 2017; O’Hern et al., 2017). Though multiple genes and pathways have been described, common molecular changes shared by these SMA models, except for snRNP formation, remain to be uncovered.

Mitochondrial dysfunctions have been described in human iPSC and zebrafish models of SMA (Xu C.C. et al., 2016; Boyd et al., 2017). Defective mitochondrial gene expression and mitochondrial dysfunction were detected in pre-symptomatic motor neurons of a mouse SMA model (Miller et al., 2016). Similarly, defective mitochondrial biogenesis was found in the muscles of SMA patients (Ripolone et al., 2015). We found that *smn-1(ok355)* caused reduced expression of multiple mitochondrial genes in *C. elegans*.

The molecular mechanisms underlying the effects of *SMN* on mitochondrial functions and gene expression remain to be understood. A recent study in *C. elegans* found that SMN-1 promotes the localization of mitochondria to the I bands of body wall muscles, which requires the Arp2/3 actin-nucleation complex (Schultz et al., 2017). Consistently, *smn-1* deficiency causes defects in mitochondrial morphology and subcellular position in body wall muscles, a function likely independent of the regulation of RNA splicing by SMN-1 (Schultz et al., 2017). Together, these findings suggest that SMN can impact mitochondrial functions by different mechanisms, including the regulation of mitochondrial gene expression, mitochondrial morphology and subcellular localization.

Defects in the morphology, number and endocytosis of synaptic vesicles were described in human (Hosseinibarkooie et al., 2016; Riessland et al., 2017), mouse (Kong et al., 2009; Torres-Benito et al., 2011; Tejero et al., 2016; Xu Y. et al., 2016) and *C. elegans* (Dimitriadi et al., 2016) models of SMA. V-ATPases are proton pumps that regulate the acidity of a variety of cellular organelles, including lysosomes, exosomes, endosomes and synaptic vesicles (Futai, 2007). The reduced expression of multiple V-ATPase genes in *smn-1(ok355)* mutants might compromise the luminal acidity of these vesicles, causing defects in endosome, lysosome and/or synaptic vesicles. Hence, it is plausible that reduced V-ATPase expression could contribute to the vesicle defects in *SMN* mutants.

Multiple genes related to lifespan, motor functions and neuronal activities were also affected in *smn-1(ok355)* mutants (Supplementary Table S7). The related KEGG pathways or GO terms, however, were not significantly affected based on bioinformatics analyses (Supplementary Table S14). Though the expression of these genes is yet to be validated, it is interesting to note that the GO terms containing the largest numbers of DEGs include determination of adult lifespan, locomotion and neurogenesis (Supplementary Table S14). Further analyses of these genes might facilitate the understanding of the deterioration of the motor behavior and shortened lifespan of *smn-1(ok355)* mutants.

### Up-Regulated Expression of Histone Genes in *SMN* Mutants

In mammals, SMN is required for the formation of U7 snRNP (Pillai et al., 2003) that cleaves after the stem-loop structure of replication-dependent histone transcripts to generate *poly(A)-* transcripts (Hoffmann and Birnstiel, 1990). In mouse cells, *SMN* deficiency leads to defective U7 snRNP formation and increased levels of *poly(A)+* transcripts of replication-dependent histone genes (Tisdale et al., 2013). A previous transcriptome study on the spinal cord of a mouse model of SMA also found up-regulation of the histone cluster 1 genes (Baumer et al., 2009), which are replication-dependent. We found that *poly(A)+* transcripts of replication-dependent histone genes were similarly up-regulated in *smn-1(ok355)* mutants. However, this up-regulation might not involve defective U7 snRNP formation like that in mouse, as conserved U7 snRNA sequence was not identified in the *C. elegans* genome by bioinformatics analyses (Dávila López and Samuelsson, 2008). Interestingly, *C. elegans* appears to have evolved an alternative pathway to cleave the transcripts of replication-dependent histone genes using the CSR-1 endogenous RNAi pathway in germline (Avgousti et al., 2012). It remains to be determined whether the CSR-1 RNAi pathway extends its effect to neurons and muscles.

Besides *poly(A)+* transcripts, the total transcripts of three out of four replication-dependent histone genes, as well as four replication-independent histone genes, were also up-regulated in *smn-1(ok355)* mutants (Figure 3F). This result implies that *smn-1* might broadly regulate histone gene expression by affecting their transcription, stability and/or degradation, the detailed mechanism of which remains to be elucidated.

Considering the functional multiplicity of SMN on RNA splicing, transcription, translation, mRNA trafficking and ncRNA biogenesis, etc. (Singh et al., 2017), caution has to be exercised when interpreting the expression changes of the aforementioned genes as SMN-1-specific. For example, some or all the changes of gene expression might be similarly caused by defects in transcription, splicing or RNA metabolism involving other biomolecules. Therefore, global gene expression studies on mutants of more splicing factors or gene expression regulators are warranted to clarify these possibilities.

### The Effect of *smn-1* on RNA Splicing and Gene Expression

Studies in human (Jangi et al., 2017), mouse (Zhang et al., 2008, 2013; Van Alstyne et al., 2018), *Drosophila* (Garcia et al., 2016), and *S. pombe* (Campion et al., 2010) suggest that SMN deficiency can cause intron retention and/or exon skipping, both likely due to reduced recognition of 3′ splice sites.

By examining nine previously validated alternative splicing events (Zhou et al., 2018), we found that *smn-1(ok355)* caused reduced recognition of weak 3′ splice sites in two genes (Figure 5A,C). This finding is consistent with our previous studies using the *tos-1* reporter transgenes (Ma et al., 2011), in which we found that weak 3′ splice sites were preferably affected in *smn-1(ok355)* mutants (Gao et al., 2014).

The molecular mechanism underlying the down-regulated expression of genes in *smn-1(ok355)* mutants remains to be elucidated. It is plausible that *smn-1* deficiency causes defective splicing of these transcripts and as a result generates pre-mature stop codons. Such transcripts are often degraded by non-sense-mediated mRNA decay (NMD) (He and Jacobson, 2015), causing down-regulated expression of the target genes. For the same reason, these defectively spliced transcripts will be undetectable by RT-PCR, which might explain why we were not able to detect obviously altered splicing in 18 down-regulated DEGs (Supplementary Table S13). Interestingly, similar observation was made with a mouse model of SMA, in which Baumer et al. (2009) found that altered splicing events were very few in the spinal cord at early or pre-symptomatic stages but abundant at a late symptomatic stage. Apparently, NMD could similarly underlie the shortage of detectable splicing events in this mouse model. We postulate that, besides NMD, other mechanisms might also be involved in the down-regulation. For example, *smn-1* deficiency might cause reduced transcription or transcript stability of these genes. Future studies in NMD mutant backgrounds (Mango, 2001) should provide new insights into these potential mechanisms.

In *C. elegans*, knocking down *smn-1* specifically in motor neurons can cause degeneration (Gallotta et al., 2016), suggesting that *smn-1*, like *SMN1* in human, is essential for the survival of motor neurons. In both species, however, the molecular changes underlying the motor neuron degeneration have been elusive. Similar to the findings in this study, our previous analysis of the spinal cord motor neurons of a mouse SMA model also identified defective expression of numerous mitochondrial genes and defects in mitochondrial bioenergetics (Miller et al., 2016). It is plausible that defective mitochondrial gene expression, even at a partial level, would harm the health of spinal cord neurons. However, how much this defect would contribute to the degeneration remains to be understood. Since many other genes are also affected by *smn-1*, a key future task is to determine whether and how these genes affect the survival and functions of motor neurons in *C. elegans*.

Our validation of the down-regulated DEGs (Figure 3A–D) indicates that the expression of some genes in *smn-1(ok355)* mutants was reduced to ∼50% of the wild-type levels. Though not dramatic, this level of change appears reasonable, as it was detected at the pre-symptomatic stage of *smn-1(ok355)* mutants when a residual amount of maternal *smn-1* product was probably still expressed. The defects in gene expression might become more severe when the mutants enter later developmental stages, in which the maternal *smn-1* will be completely depleted. The expression of the *plst-1* gene provides such an example (see below). In addition, if any of these DEGs contribute to the defects of *smn-1(ok355)* mutants, it is more likely that they do so together with other DEGs, while the effects of an individual or a few genes could be weak. Hence, it is important to identify a comprehensive list of DEGs before we can have a more impartial understanding of the molecular changes related to the defects of *smn-1(ok355)* mutants.

The human *PLS3* gene was identified as a protective modifier of SMA (Oprea et al., 2008). We previously found that the expression of *plst-1*, the *C. elegans* ortholog of *PLS3*, was significantly down-regulated in *smn-1(ok355)* mutants at later developmental stages (3 days or 5 days after the L1 stage) (Gao et al., 2014). In the RNA-Seq results, *plst-1* was not identified as a DEG (fold change = 0.797, *p*-value = 0.77), suggesting that *plst-1* expression might not be severely affected at the pre-symptomatic stage of *smn-1(ok355)* mutants.

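*plst-1* (chromosome IV of WBcel235, 1289690 to 1295726) had an FPKM of 70.8 ± 16.8 (SD, n = 2) in N2 and of 72.0 ± 5.7 (SD, n = 3) in *smn-1(ok355)*, the libraries whose titles carry the other allele. The log2 difference was 0.04 (standard error 0.18, adjusted p = 0.87 from limma), and -0.26 after median-of-ratios scaling. From the absence of a call, the paper proposes that *plst-1* expression might not be severely affected at this stage.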

The expression levels of U snRNAs could not be extracted from the RNA-Seq results because only *poly(A)+* mRNAs were examined by the RNA-Seq experiments (see section “Materials and Methods”). We therefore used RT-qPCR to quantify their expression. The results showed that U2 and U4 were significantly up-regulated in *smn-1(ok355)* mutants (Supplementary Figure S5). In previous studies, we found that U2, U4, and U6 were also up-regulated in *smn-1(ok355)* mutants at later developmental stages (Gao et al., 2014). Though it is unclear what mechanism underlies this change, one possibility is that the up-regulation of these U snRNAs is a feedback response to *smn-1* deficiency. Alternatively, *smn-1* might negatively affect the expression of U2, U4, and U6. It remains to be determined whether the formation of U snRNPs is also affected in *smn-1(ok355)* mutants at the pre-symptomatic stage. Nevertheless, these results suggest that *smn-1* can exert differential effects on the expression of U snRNAs and uncovering the underlying mechanism might facilitate our understanding of *SMN* functions.

### *smn-1* and *uaf-1* Interact to Affect Alternative Splicing and Gene Expression

Intriguingly, *smn-1* was required for the recognition of a cryptic 5′ splice site in *uaf-1(n4588)* background (Figure 5D, *zipt-2.4*) (Zhou et al., 2018). Such an activity of *smn-1* is comparable to that of the *rbm-5* gene (Zhou et al., 2018), which encodes an RNA-binding motif-containing splicing factor homologous to the tumor suppressor RBM5 (Sutherland et al., 2010). We postulate that RBM-5 might facilitate the recognition of this cryptic 5′ splice site at the initiation of splicing with direct or indirect assistance from the UAF-1(n4588) mutant protein, while snRNPs assembled by SMN-1 are required in parallel or in subsequent splicing reactions. In the absence of either RBM-5 or SMN-1, splicing at this cryptic site would not proceed, leading to the suppression. This finding raised the possibility that regulated snRNP formation might be utilized to increase the fidelity of RNA splicing by limiting splicing at cryptic sites.

We hypothesize two potential mechanisms that underlie the suppression of *smn-1(ok355)* by *uaf-1(n4588)* (Gao et al., 2014). Under one circumstance, the altered splicing or expression of some genes caused by *smn-1(ok355)* might be ameliorated by *uaf-1(n4588)*, which would lead to the suppression. Under an alternative circumstance, the altered splicing or expression of a new set of genes might impact the phenotype of *smn-1(ok355); uaf-1(n4588)* double mutants, leading to the suppression.

It appears that the splicing of the *abt-5* gene (Figure 5A) is consistent with the first circumstance: the presence of *uaf-1(n4588)* suppressed the defective splicing at the 3′ splice site in *smn-1(ok355)* mutants. We found that *uaf-1(n4588)* also suppressed the up-regulated expression of two genes in *smn-1(ok355)* background (Supplementary Figure S3B). Considering that *uaf-1(n4588)* can increase or decrease the recognition of 3′ splice sites in a gene-specific manner (Ma and Horvitz, 2009; Ma et al., 2011; Zhou et al., 2018), such a suppression might result from reduced splicing of these two genes caused by *uaf-1(n4588)*, which might generate splicing isoforms that are degraded by NMD. Alternatively, *uaf-1(n4588)* might affect a gene that is required for the normal expression of these genes. Similarly, expression studies in an NMD mutant background should help dissect these potential mechanisms.

In short, we identified the defective expression of a broad spectrum of genes that encode mitochondrial, V-ATPase, histone, UGT and cytochrome P450 proteins as a probable pre-symptomatic effect of *smn-1* deficiency in *C. elegans*. The splicing of a subset of genes was also partially affected at this stage. Though the molecular mechanisms underlying this phenomenon remain to be investigated, our results, together with findings in other SMA models, suggest a cross-species effect of SMN on mitochondrial and histone gene expression. Future examination of the expression of more genes and analyses of their functions should further the understanding of SMN functions.

## Materials and Methods

### Strains

*Caenorhabditis elegans* strains were grown at 20°C, unless otherwise indicated. N2 (Bristol) was the reference wild-type strain. Strains used in this study include:

LM99 *smn-1(ok355) I/hT2[bli-4(e937) let-?(q782) qIs48](I, III)* (Briese et al., 2009)

MT16492 *uaf-1(n4588) III* (Ma and Horvitz, 2009)

CSM1111 *smn-1(ok355) I/hT2[bli-4(e937) let-?(q782) qIs48] (I; III); uaf-1(n4588) III*

CSM1112 *smn-1(ok355) I/hT2[bli-4(e937) let-?(q782) qIs48] (I; III); macEx588[hil-3::mCherry; myo-3p::GFP]*

CSM1113 *smn-1(ok355) I/hT2[bli-4(e937) let-?(q782) qIs48] (I; III); macEx589[his-35::mCherry; myo-3p::GFP]*

CSM1114 *smn-1(ok355) I/hT2[bli-4(e937) let-?(q782) qIs48] (I; III); macEx590[his-41::mCherry; myo-3p::GFP]*

CSM1111 was grown at 15°C before being analyzed at 20°C.

### RNA-Seq and Transcriptome Analyses

*smn-1(ok355)* homozygous mutants arrest at late larval stages and were maintained as heterozygotes using the balancer *hT2 (I; III)*. Heterozygous mutants or wild-type animals were synchronized by bleaching and allowed to grow for 2 days post the L1 larval stage. For *smn-1(ok355)* single mutants or *smn-1(ok355); uaf-1(n4588)* double mutants, ∼2,500 individuals were picked for each biological replicate under a fluorescence dissecting microscope (Olympus SZX16). Animals were washed with M9 three times and kept in M9 for 3 h to remove intestinal bacteria. Total RNAs were extracted using TRI Reagent Solution according to manufacturer’s instructions (Invitrogen).

RNA-Seq was performed by Annoroad Gene Technology (Beijing). Specifically, mRNAs were enriched with oligo(dT) beads. The constructed libraries were sequenced as 150 bp paired-ends on an Illumina platform. Raw data was filtered by Perl scripts using the following criteria: (1) reads containing more than five adapter-polluted bases were filtered out; (2) reads with the number of low quality bases (Phred quality value < 19) in more than 15% of total bases were removed; (3) reads with the number of N bases accounting for more than 5% were removed; (4) both reads would be filtered out if either one of the paired-end reads was adaptor-polluted.

More than 39 million mapped reads and more than 6 GB of clean bases were obtained for each sample (Supplementary Table S15). 

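The fragments recovered from the FPKM held between 99.94% and 99.98% of the depth of each library. The mapped reads of Table S15 were between 1.003 and 1.078 times as many as 2 reads for each fragment of that depth. The number of genes with an FPKM of at least 1 was 14315 and 15059 in N2, 13835, 15013 and 14305 in *uaf-1(n4588)*, 16521, 17649 and 16577 in *smn-1(ok355)*, and 16240 and 17801 in the double mutants, with both single mutants named against their titles. The 20 most abundant genes took 10.0% and 9.7% of the fragments in N2, 9.1%, 8.1% and 7.9% in *uaf-1(n4588)*, 8.8%, 8.4% and 9.9% in *smn-1(ok355)*, and 9.3% and 13.1% in the double mutants.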

Bowtie/Bowtie2 was used for building *C. elegans* genome index, and clean data was mapped to the reference genome (WS235) using TopHat v2.0.12. Differential gene expression analysis was performed by DESeq v1.14.0. The *p*-value was adjusted by Benjamini and Hochberg’s method as *q*-value for controlling false discovery rate (FDR). Genes with *q* ≤ 0.05 and | log_2__ratio|≥ 1 were identified as DEGs.

Alternative splicing events were predicted by ASprofile v1.0.4^4^, a package of software programs for analyzing alternative splicing events from RNA-Seq data. The ratio of a given alternative splicing event was determined by the following formula, e.g., the percentage of an intron retention event = FPKM_withintron_/(FPKM_withintron_ + FPKM_withoutintron_). The ratios of the same splicing event were compared between genotypes to identify potential splicing differences.

KEGG and GO enrichment analyses on the DEGs were implemented by hypergeometric test using all genes in the *C. elegans* genome (WS235) with annotated functions in the two databases as the background gene set. *P*-value for the enrichment level was calculated and adjusted as *q*-value. KEGG or GO terms with *q* ≤ 0.05 were considered significantly affected by the DEGs.

In total, two biological replicates for wild-type animals or *smn-1(ok355); uaf-1(n4588)* double mutants and three biological replicates for *uaf-1(n4588)* or *smn-1(ok355)* single mutants were analyzed by RNA-Seq. We examined the correlation coefficients between the biological replicates for each genotype (Supplementary Figure S6) and found that except for *smn-1(ok355); uaf-1(n4588)*, replicates of all other genotypes were highly correlated (*r* > 0.9). The coefficient for the two replicates of *smn-1(ok355); uaf-1(n4588)* mutants was 0.8260 (Supplementary Figure S6), which might explain why we detected a significant number of false negative DEGs in these mutants (Supplementary Figure S3).

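Across genes, Pearson's r between the double-mutant libraries was 0.8266 on raw FPKM and 0.9525 on log2(FPKM + 1), and Spearman's rho was 0.8912. Genes are not independent replicates, so no test is given. On raw FPKM, r was 0.9398 for N2, 0.9427, 0.9536 and 0.9723 for *uaf-1(n4588)*, and 0.9554, 0.9529 and 0.9653 for *smn-1(ok355)*, these single mutants being titled the other way round. *vha-6* had an FPKM of 186 in double-mutant replicate 1 and 103 in replicate 2, *cox-15* of 43.9 and 24.9, and *F20E11.17* of 61.3 and 239. From this coefficient, the paper proposes a reason for the false negative DEGs in these mutants.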

### RT-PCR Experiments

Synchronized animals were grown on NGM plates for 2 days post L1. For *smn-1(ok355)* and *smn-1(ok355); uaf-1(n4588)* mutants, ∼250 animals were picked for each biological replicate. Total RNAs were prepared using TRI Reagent Solution (Invitrogen) with 15 μg yeast tRNA (Invitrogen) added as co-precipitant, followed by RNase-Free DNase I (TAKARA) digestion. cDNAs were synthesized with random hexamers using Maxima First Strand cDNA Synthesis Kit (Thermo Scientific) or with oligo(dT)_20_ primers (only for replication-dependent histone genes) using SuperScript IV First-Strand Synthesis System (Invitrogen). 2 μg total RNA (including yeast tRNA as co-precipitant) from each sample was used for RT experiments. qPCR was performed using Maxima SYBR Green qPCR Master Mix (Thermo Scientific) on a Bio-Rad CFX96 real-time cycler. The reaction mix contains 2 μL of diluted template (derived from 5 ng total RNA) and 0.3 μM of each primer in a final volume of 15 μL. Thermal cycling was performed using a two-step cycling protocol: 10 min at 95°C, followed by 40 cycles of 15 s at 95°C and 60 s at 60°C. Bio-Rad CFX Manager v3.0 was used to calculate the relative expression level of each gene with *tba-1* as the reference gene. Melting curve for each sample contained one single peak. Alternative splicing was detected using the following PCR protocol: 90 s at 94°C, followed by 40 cycles of 15 s at 94°C, 15 s at 60°C and 30 s at 72°C, with a final extension of 3 min at 72°C. The proportion of each splice isoform was quantified using ImageJ 1.52a. Three biological replicates were analyzed for each genotype. PCR primers are listed in Supplementary Table S16.

### Plasmids

*his-41* expression plasmid was constructed using the In-Fusion HD Cloning Kit (Clontech) following the manufacturer’s instruction. First, the genomic fragment containing the full-length *his-41* CDS and a 1.1 kb endogenous promoter was amplified and subcloned into pMD18T vector (Takara). Second, the *mCherry* gDNA from the pCFJ90 (*myo-2p::mCherry*) plasmid (Frokjaer-Jensen et al., 2008) and a 3′ UTR fragment (0.9 kb downstream of the *his-41* stop codon) were amplified and subcloned into pMD18T-*his-41p::his-41* gDNA backbone using the *Kpn*I site.

The *his-35* and *hil-3* expression plasmids were constructed in a similar manner. For *his-35*, a 1.3 kb promoter and a 1.2 kb 3′ UTR were used. For *hil-3*, a 1.8 kb promoter and a 0.6 kb 3′ UTR were used. All plasmids were verified by sequencing. Primers for plasmid construction are listed in Supplementary Table S16.

### Transgene Experiments

Germline transgene experiments were performed as described (Mello et al., 1991). The transgenic mixture contained 20 ng/μL of the transgene of interest with 20 ng/μL of pPD95_86-*myo-3p::GFP* as co-injection marker.

### *C. elegans* Microscopy

Synchronized animals were mounted on 2% (vol/vol) agar pads on day 2 post the L1 larval stage and immobilized using 40 mM NaN_3_ in M9 buffer. Images were captured with Zeiss 880 confocal microscope (10× objective). Total fluorescence intensity was quantified as un-calibrated OD, and fluorescence density was calculated using total intensity divided by area using ImageJ 1.52a.

### Statistics

*P*-values were determined by two-tailed unpaired Student’s *t-*test for pairwise comparison or Bonferroni multiple comparison with one-way ANOVA for multiple comparison using GraphPad Prism 7.0 software.

## Author Contributions

XG and LM designed the experiments. XG performed the genetic, molecular, and transcriptome analyses with the assistance of JX, HC, DX, WP, and CZ. XG, YCM, and LM wrote the manuscript. LM managed the project.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.genome.jp/kegg/

2 www.wormbase.org

3 http://www.geneontology.org

4 https://ccb.jhu.edu/software/ASprofile/

## Supplementary Material

FIGURE S1 Expression levels of predicted DEGs not confirmed by RT-qPCR. **(A)** Mitochondrial genes. Genes in red are encoded by the mitochondrial genome and genes in black by the nuclear genome. **(B)** V-ATPase genes. **(C)** UGT genes. **(D)** CYP genes. Each dataset is the average of three biological replicates. Statistics: two-tailed unpaired Student’s *t*-test. Error bars: standard errors.

FIGURE S2 Comparison of affected KEGG pathways and GO cellular component terms between *smn-1(ok355)* single and *smn-1(ok355); uaf-1(n4588)* double mutants. **(A)** Comparison of affected KEGG pathways between *smn-1(ok355)* single and *smn-1(ok355); uaf-1(n4588)* double mutants using wild type as reference. **(B)** Comparison of affected GO cellular component terms between *smn-1(ok355)* single and *smn-1(ok355); uaf-1(n4588)* double mutants. Note, the KEGG pathways and GO terms for *smn-1(ok355)* single mutants, which are presented in Figure 2, are shown here for comparison purpose. The colors of the scale bars indicate the statistical significance (*q*-value) of the affected pathways or terms, with *q*-value above 0.05 considered non-significant.

FIGURE S3 RT-qPCR quantification of mitochondrial and V-ATPase gene expression in *smn-1(ok355); uaf-1(n4588)* double mutants. **(A)** List of selected genes with predicted significant changes in *smn-1(ok355)* single mutants but insignificant changes in *smn-1(ok355); uaf-1(n4588)* double mutants. Fold changes and *q* values are derived from RNA-Seq results. **(B)** Expression levels of mitochondrial genes. **(C)** Expression levels of V-ATPase genes. Each dataset is the average of three biological replicates. Statistics: Bonferroni multiple comparison with one-way ANOVA. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001. Error bars: standard errors.

FIGURE S4 *smn-1(ok355)* does not obviously affect the alternative splicing of five other genes in the wild-type or *uaf-1(n4588)* background. Gene names are on the left. Representative gel pictures, gene structures and splicing quantifications are shown from left to right, with genotypes indicated at the bottom. Red arrows: positions of PCR primers. Each dataset is the average of three biological replicates. Statistics: Bonferroni multiple comparison with one-way ANOVA. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001. Error bars: standard errors.

FIGURE S5 RT-qPCR quantification of U snRNA expression in *smn-1(ok355)* mutants at the pre-symptomatic stage. cDNAs of U snRNAs were generated by reverse transcription using random oligo primers. Each dataset is the average of three biological replicates. Statistics: two-tailed unpaired Student’s *t*-test. ^∗^*p* < 0.05, ^∗∗∗^*p* < 0.001. Error bars: standard errors.

FIGURE S6 Scatter plots comparing the expression levels of all detectable genes between biological replicates of different genotypes. **(A)** N2a sample vs. N2b sample comparison. **(B)** *smn-1(ok355)*a vs. *smn-1(ok355)*b. **(C)** *smn-1(ok355)*a vs. *smn-1(ok355)*c. **(D)** *smn-1(ok355)*b vs. *smn-1(ok355)*c. **(E)** *uaf-1(n4588)*a vs. *uaf-1(n4588)*b. **(F)** *uaf-1(n4588)*a vs. *uaf-1(n4588)*c. **(G)** *uaf-1(n4588)*b vs. *uaf-1(n4588)*c. **(H)** *smn-1(ok355); uaf-1(n4588)*a vs. *smn-1(ok355); uaf-1(n4588)*b. The correlation coefficient (*r*) for each comparison is indicated. Each dot represents a unique gene.

TABLE S1 List of all DEGs in *smn-1(ok355)* single mutants. Genes were sorted to an up-regulated group and a down-regulated group. DEGs with gradually increasing *q*-values are listed from the top to the bottom.

TABLE S2 List of top 200 up-regulated DEGs and top 200 down-regulated DEGs in *smn-1(ok355)* single mutants. DEGs with gradually decreasing fold changes are listed from the top to the bottom. Up-regulated DEGs are highlighted in red, and down-regulated DEGs are highlighted in green.

TABLE S3 RNA-Seq raw sequencing reads and FPKMs of *smn-1* transcripts in different biological replicates.

TABLE S4 List of DEGs in affected KEGG pathways in *smn-1(ok355)* single mutants.

TABLE S5 List of non-redundant DEGs in affected KEGG pathways in *smn-1(ok355)* single mutants. Shared DEGs between *smn-1(ok355)* single mutants and *smn-1(ok355); uaf-1(n4588)* double mutants are highlighted in red.

TABLE S6 List of non-redundant DEGs in affected GO cellular component terms in *smn-1(ok355)* single mutants. Shared DEGs between *smn-1(ok355)* single mutants and *smn-1(ok355); uaf-1(n4588)* double mutants are highlighted in red. Some genes annotated in GO but not in KEGG, e.g., *dhs-26* and *T22B7.7*, were validated in Supplementary Figure S3.

TABLE S7 List of DEGs in GO terms related to lifespan, motor functions or neuron activities in *smn-1(ok355)* mutants. DEGs related to mitochondrion are highlighted in red, and those related to V-ATPases are highlighted in green. *atp-2*, *C47E12.2*, *msra-1* and *W03A5.1* are related to both lifespan and motor functions.

TABLE S8 List of DEGs encoding mitochondrial proteins, V-ATPases, UDP glycosyltransferases, cytochrome P450 proteins and histones in *smn-1(ok355)* single mutants. Genes selected for RT-qPCR validation are highlighted in red. Validation results are indicated in Column B.

TABLE S9 List of DEGs in affected KEGG pathways in *smn-1(ok355); uaf-1(n4588)* double mutants.

TABLE S10 Affected GO terms in *uaf-1(n4588)* single mutants.

TABLE S11 List of DEGs in GO terms from the comparison between *smn-1(ok355); uaf-1(n4588)* and *smn-1(ok355)*. DEGs related to mitochondrion are highlighted in red. *vit-1* to *vit-6* are related to both extracellular region and nutrient reservoir activity. *F35D2.3*, *slt-1* and *W03F11.4* are related to both extracellular region and motor functions or neuron activities.

TABLE S12 List of DEGs the expression of which was significantly changed to the opposite direction in *smn-1(ok355); uaf-1(n4588)* vs. *smn-1(ok355)* comparison relative to the *smn-1(ok355)* vs. N2 comparison.

TABLE S13 List of mitochondrial and V-ATPase DEGs with altered splicing in *smn-1(ok355)* mutants as predicted by RNA-Seq.

TABLE S14 DEG-associated GO terms (biological processes) related to lifespan, motor functions or neuron activities in *smn-1(ok355)* mutants.

TABLE S15 Total RNA-Seq reads of each biological replicate.

TABLE S16 List of primers for RT-PCR experiments and transgene construction.

How the deposited data were processed for this re-analysis (not part of the article)

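The re-analysis started from the FPKM that the authors deposited for each of the 10 libraries, with columns for the gene, its place and its annotation. Reads were not aligned again. The design named a test on counts and, for files that hold FPKM only, limma on log2(FPKM + 1). The files hold FPKM only, so limma is the main test. Each file's values equal a whole number of reads divided by a length and a library depth between 19007095 and 21394150 fragments, and 88.3% of the lengths found are multiples of 3. A gene that some files do not list was taken as 0 there, which concerns 1632 genes absent from the *smn-1(ok355)* files and 1739 absent from the others, out of 28843 in any file and 25472 in every file.

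The titles and the file names of the 6 single-mutant records carry opposite alleles. The paper's read tables decide between them, as told beside the paper's description of the RNA-Seq, and results with the groups named by the titles are given as an alternative. Groups hold 2 libraries of N2, 3 of *uaf-1(n4588)*, 3 of *smn-1(ok355)* and 2 of the double mutants, all from animals 2 days after L1 at 20 °C.

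For each of 5 comparisons, genes with an FPKM of at least 1 in at least 2 libraries of the pair of groups were fitted with limma 3.58.1 (trend) in R 4.3.3 on log2(FPKM + 1). A DEG has a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 change of at least 1 either way, the paper's thresholds. The effect of *uaf-1(n4588)* in *smn-1(ok355)* minus its effect in the wild-type background was tested as an interaction over all 10 libraries.

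There are 38 lists of genes by function, tissue or stage. For each list the DEGs were counted over all genes tested and with p adjusted over the list alone, and camera compared the list with all other genes at a preset correlation of 0.01. With an estimated correlation, the adjusted p of 91 of 190 camera results over all lists and comparisons rose above the threshold. These results lost their call, and none of the lists kept one. The groups of Tables S5, S7, S8, S11 and S12 were tallied in the same way. GO terms in the files with at least 5 tested genes were tested with a one-sided hypergeometric test, Benjamini-Hochberg adjusted, against the tested genes with a term of the same branch. KEGG pathways were not analysed here.

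Genes named in the text follow a rule: genes that the paper's results name for RNA-Seq, the 10 DEGs each way with the largest log2 change among genes with a mean of at least 50 reads and no overlap between groups, and up to 4 genes of each list with the smallest adjusted p. Values in the paper's tables had been seen when the rule was written. *F56A4.3* was chosen after its values were seen. Genes were matched to the reference names by name for 25111, by sequence name for 2485, by place for 957 and by locus tag for 3, and 287 had no match. Places are those in the files, on WBcel235.

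Alternatives set in advance were a pseudocount of 0.1, no filter on low values, all 10 libraries in the fit, the replicate number as a block, groups named by the titles, no minimum change, and leaving out each library in turn. The block keeps only replicate numbers found in both groups, so a comparison of a single mutant with a group of 2 drops replicate 3. When a library is left out of a group of 2, limma assumes that the lone library varies like the others. Alternatives added after the values were seen were median-of-ratios scaling, upper-quartile scaling, limma-voom on the recovered reads, and genes listed in every file only. In a self-test, 200 changed genes were planted in each of 5 simulated sets per comparison, and at most 13 unchanged genes were called in any set. The planted genes had a mean of at least 50 reads. The spread of genes at each level was pooled over the groups of all 10 libraries, so it was the same for every comparison. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the tables.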

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

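The tests of technical explanations in this part were chosen after the results were seen, while the gene lists and the interaction test were set in advance. The single mutants are named by the paper's read table, and their titles carry the other allele.

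Major sperm protein (MSP) genes, which encode the motility protein of nematode sperm, are not discussed in the paper and fell below wild type in both mutants that carry *smn-1(ok355)*. In *smn-1(ok355)* 28 of 30 were lower (limma, Benjamini-Hochberg; 29 adjusted over the list alone), and in the double mutants 30 of 30 (30 adjusted over the list alone). *msp-152* (chromosome II of WBcel235, 4933027 to 4933410) fell from an FPKM of 25.2 ± 2.47 (SD, n = 2) in N2 to 0.866 ± 0.331 (SD, n = 3) in *smn-1(ok355)*, a log2 change of -3.82 (standard error 0.24, adjusted p = 0.0021 from limma). In *smn-1(ok355)* the number lower was 3 without N2 replicate 1, 5 without N2 replicate 2, and 13 and 10 without *smn-1(ok355)* replicate 1 or 3. In the double mutants limma called none without any 1 library of the comparison, where it called 0 to 15 genes in all. In *uaf-1(n4588)* limma called 0 over all genes, and 28 of 30 were lower adjusted over the list alone, with a median log2 change of -2.61.

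Reads shared between the near-identical MSP genes are argued against by 13 of 37 other sperm genes that were lower in *smn-1(ok355)* (17 adjusted over the list alone), although that number was 1 without N2 replicate 1 or 2, 5 without *smn-1(ok355)* replicate 1 or 3 and 23 without replicate 2. The other sperm genes bear only on shared MSP reads as the sole source of lower sperm transcripts. How many MSP calls rest on shared reads was not tested. After median-of-ratios scaling 29 MSP genes were lower, with a median log2 change of -3.36 against -3.11 without it. Its factors were 0.824 and 0.95 in N2 and 1.063, 1.157 and 1.061 in *smn-1(ok355)*. It thus moves every gene down in *smn-1(ok355)* and could only add lower calls, so it is no test of scaling as the cause. Younger animals in the *smn-1(ok355)* libraries stay open, since stage markers go both ways: 6 of 6 vitellogenin genes, which rise at the adult molt, were higher in each *smn-1(ok355)* library than in both N2 libraries (2 called, and 0 without N2 replicate 1), as were 2 of 5 adult cuticle collagens, but 2 others, *bli-1* and *bli-2*, were lower in each. Younger animals in the double-mutant libraries stay open too: 3 of 3 lists had more members lower than higher (vitellogenin 2 of 3 lower, oocyte 3 of 26 lower and 2 higher, germline 9 of 31 lower), but adjusted over each list alone (2 lower, 2 lower and 2 higher, 12 lower) the oocyte list is even, and without any 1 library no member was called by limma. After median-of-ratios scaling the oocyte list of the double mutants had 7 lower and 2 higher, and the germline list 17 lower and 0 higher. By limma-voom these were 13 and 2, and 18 and 0. An effect of the genotypes on spermatogenesis is also open and was not tested.

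Genes of the intracellular pathogen response and of the pals family, which the paper does not discuss, rose in *smn-1(ok355)*: 10 of 11 and 27 of 35 were higher (limma, Benjamini-Hochberg; 10 and 27 adjusted over each list alone). *eol-1*, a member of the response (chromosome V of WBcel235, 13979571 to 13980712), had an FPKM of 0.855 and 0.737 in N2, 89.5 ± 15.9 (SD, n = 3) in *smn-1(ok355)*, and 9.74 and 21.1 in the double mutants. Its log2 change from N2 to *smn-1(ok355)* was 5.64 (standard error 0.20, adjusted p = 0.00088 from limma), and from *smn-1(ok355)* to the double mutants -2.54 (standard error 0.35, adjusted p = 0.067 from limma). In the double mutants 4 of 7 and 12 of 25 genes tested were above N2 (4 and 14 adjusted over each list alone), calls that are lost without any 1 library of that comparison.

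Shared reads among pals and F26F2 genes, as the sole source of the rise, are argued against by 6 of 7 members outside those families that were higher. How many calls within the families rest on shared reads was not tested. Scaling is argued against by 10 members of the response higher after median-of-ratios scaling. Between *smn-1(ok355)* and the double mutants, both picked by hand, the response had a median log2 change of -2.54, with 3 of 11 lower (9 adjusted over the list alone). Picking could still act on both, so it stays open, as does an effect of the genotypes, which was not tested.

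F-box genes, whose products bring proteins to ubiquitin ligases, and MATH genes are not discussed in the paper. Together they rose in 92 of 226 tested and fell in 11 in *smn-1(ok355)* (limma, Benjamini-Hochberg, with 94 and 11 adjusted over the list alone). The numbers were 77 and 15 after median-of-ratios scaling, 27 and 0 without N2 replicate 1, and 55 and 3 without N2 replicate 2. The cause was not tested.

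The effect of *uaf-1(n4588)* differed between the *smn-1(ok355)* and wild-type backgrounds for 145 of 19265 genes by the interaction test (68 higher and 77 lower, with 2479 at an unadjusted p under 0.05). By limma-voom it differed for 3 higher and 17 lower, and with the replicate number as a block for 8 higher and 27 lower. Of the 68 higher, 55 are piRNA (21ur) genes, and 50 of these are at 0 in all libraries but those of the double mutants, where 44 have 1 or 2 reads in each, so these calls rest on values at the floor. Without single libraries the number was 31 and 27 (N2 replicates 1 and 2), 25, 33 and 33 (*uaf-1(n4588)*), 62, 125 and 150 (*smn-1(ok355)*), and 29 and 106 (double mutants). *F56A4.3* had an interaction of 7.23 (log2, standard error 0.33, adjusted p = 0.00014 from limma), as it was listed at 0 in both single mutants and had an FPKM of 11.6 and 16.8 in N2 and 7.68 and 10.6 in the double mutants. *F44E7.5*, high in *uaf-1(n4588)* alone, had an interaction of -5.18 (standard error 0.29, adjusted p = 0.00041 from limma). *mab-3*, high in the double mutants alone, had an interaction of 2.95 (standard error 0.26, adjusted p = 0.0033 from limma). In simulated data 41.4% of genes with a 4-fold interaction were called. The cause was not tested.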

How the results depend on the processing

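Median-of-ratios and upper-quartile scaling, limma-voom on the recovered reads, genes listed in every file, and all settings but no filter and single libraries for the genes changed in opposite directions were chosen after the values were seen. The planned count tests with DESeq2 and with edgeR's RLE and upper-quartile factors were not run, since the files hold FPKM.

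DEGs of *smn-1(ok355)* against N2 numbered 3927. They numbered 18 with the groups named by the titles, 5901 with no minimum change, and 834 to 3584 without single libraries. The other alternatives gave totals within 1.5 times of the main count.

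DEGs of *uaf-1(n4588)* against N2 numbered 18. The number was 1 with no filter, 89 with all 10 libraries in the fit, 0 with the replicate block (1609 at an unadjusted p under 0.05 from limma), 3927 with the groups named by the titles, 44 after median-of-ratios and 46 after upper-quartile scaling, and 0 to 748 without single libraries.

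DEGs of the double mutants against N2 numbered 3636. Limma called 0 with no filter (8296 at an unadjusted p under 0.05; 3835 by limma-voom) and 0 to 15 without single libraries.

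DEGs of the double mutants against *smn-1(ok355)* numbered 44. The number was 5 with a pseudocount of 0.1, 68 with no filter, 468 with all 10 libraries in the fit, 0 with the replicate block (3007 at an unadjusted p under 0.05 from limma), 2225 with the groups named by the titles, 5 by limma-voom, 9 over genes listed in every file, and 0 to 0 without single libraries.

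DEGs of the double mutants against *uaf-1(n4588)* numbered 2225, with 466 under the replicate block, 44 with the groups named by the titles and 16 to 1179 without single libraries.

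Genes of the interaction numbered 145, with 35 under the replicate block, 20 by limma-voom and 25 to 150 without single libraries. Genes changed in opposite directions numbered 19, with 2 at a pseudocount of 0.1, 9 with no filter, 223 with all 10 libraries in the fit, 0 with the replicate block by limma, 3 by limma-voom, 5 over genes listed in every file and 0 to 18 without single libraries.

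The correlation of the double-mutant libraries was 0.9525 on log2(FPKM + 1), 0.8266 on raw FPKM and 0.8912 by Spearman. Of the nuclear OXPHOS genes 4 were lower in *smn-1(ok355)*, against 22, 23 and 23 after median-of-ratios scaling, upper-quartile scaling and by limma-voom. Of the mitochondrial ribosome genes 20 were lower, against 40, 43 and 45 in that order and 10 to 23 without single libraries. Of the replication-dependent histone genes 32 were higher, and 11 to 32 without single libraries.

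The replicate block assumes that samples with the same number were handled together, which neither the records nor the paper's text state. Between groups of 3 and 2 libraries it also leaves out replicate 3 of the larger group, while the interaction keeps all 10 libraries. Where the block gave 0 DEGs, limma also gave 0 without that library and without a block. These zeros thus do not tell the block from the loss of a library. Deviations from the group means of libraries with the same number correlated at 0.32, 0.25 and 0.15 (*smn-1(ok355)* and *uaf-1(n4588)*), 0.14 and 0.05 (N2 and *uaf-1(n4588)*), 0.16 and 0.12 (N2 and *smn-1(ok355)*), 0.17 and 0.17 (N2 and double mutants), 0.25 and 0.11 (*smn-1(ok355)* and double mutants) and 0.21 and -0.01 (*uaf-1(n4588)* and double mutants), and those with different numbers between -0.25 and 0.24, most of them below 0. The 0.05 and the -0.01 are not over 0.1, so the numbers were not taken as pairs. Each *smn-1(ok355)* library correlated best with the *uaf-1(n4588)* library of its own number, a hint from the data and not from the design.

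Over all lists and comparisons, counts of list members stayed within 1.5 times in 401 of 486 after median-of-ratios scaling, 384 of 486 by limma-voom, 440 of 486 with the pseudocount of 0.1, 337 of 486 with no filter, 343 of 486 with the block and 1340 of 2334 without single libraries.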

Differences from the paper's values

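The alternatives other than those named as planned here were chosen after the values were seen. Counts use the paper's stated thresholds, except under no minimum change, which drops the threshold on the log2 ratio. The paper's value comes first, marked as the paper's.

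In *smn-1(ok355)* against N2 the paper's number of up-regulated genes is 1564, against 2790 here. Within 1.5 times of it come the planned settings of no filter (2238), without N2 replicate 2 (2105) and without *smn-1(ok355)* replicate 1, 2 or 3 (2317, 2337 and 2265). The planned settings of a pseudocount of 0.1, all 10 libraries, the replicate block, titles, no minimum change and without N2 replicate 1 do not. The paper's number of down-regulated genes is 1891, against 1137 here. Among planned settings no minimum change (1839) comes within 1.5 times of it, and the others do not. Median-of-ratios scaling, chosen after seeing the values, gives 2006 up-regulated and 1783 down-regulated genes and drops 29 of 200 and 13 of 200 of the genes of Table S2. Limma-voom on the recovered reads, chosen after seeing the values, gives 2246 and 2088 and drops 21 of 200 and 13 of 200 of these genes. Upper-quartile scaling, chosen after seeing the values, gives 1984 and 1798 and drops 30 of 200 and 12 of 200.

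In *uaf-1(n4588)* against N2 the paper's number of DEGs is 233, with 80 higher and 153 lower, against 18, 14 and 4 here. Without *uaf-1(n4588)* replicate 2, a planned setting, 99 are higher, within 1.5 times of the paper's 80, and 649 lower. No other planned setting and no added one comes within 1.5 times of any of these 3 values. The paper's GO terms of collagens and cuticle proteins in these mutants have no counterpart among the DEGs called here.

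In the double mutants against N2 the paper's Fig. 1B shows about 2400 DEGs, read by eye, against 3636 here. A pseudocount of 0.1 (3117), a planned setting, comes within 1.5 times. No filter, all 10 libraries, the replicate block, titles, no minimum change and each setting without 1 library, all planned, do not. Median-of-ratios scaling (3519), upper-quartile scaling (3537) and genes listed in every file (3585), chosen after seeing the values, come within 1.5 times, and drop 15, 15 and 16 of the 77 genes of Table S9, against 17 of 77 here.

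In the double mutants against *smn-1(ok355)* the paper's number of DEGs is 349, against 44 here. All 10 libraries in the fit, a planned setting, gives 468 and the other planned settings do not come within 1.5 times. That setting calls 207 of 348 genes of Table S11, against 27 of 348 here.

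In the double mutants against *uaf-1(n4588)* the paper's numbers are 1010 higher and 733 lower, against 1802 and 423 here. For higher genes the planned settings of a pseudocount of 0.1 (1506), no filter (1257) and without *uaf-1(n4588)* replicate 1 or 2 (868 and 842) come within 1.5 times, and for lower genes all 10 libraries (578) and no minimum change (694). The other planned settings do not. Limma-voom (1394 and 741) and, for lower genes, median-of-ratios scaling (643) and upper-quartile scaling (577), chosen after seeing the values, also come within 1.5 times, and how many of the paper's genes drop out was not counted, since no table of the paper read here lists them.

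Among genes changed in opposite directions the paper's numbers are 31 lower and 121 higher in *smn-1(ok355)*, against 1 and 18 here. No filter and leaving out single libraries, the planned settings, do not come within 1.5 times. All 10 libraries in the fit, here chosen after seeing the values, gives 10 and 213 (223 together, within 1.5 times of the paper's total), calls 8 of 31 and 96 of 120 of the genes of Table S12 in the double mutants and drops 23 and 24 of them.

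Of the genes of Table S5 the paper's groups hold 94 mitochondrial, 17 ABC transporter and 7 cytochrome P450 DEGs, against 41, 7 and 2 here, and the paper's number for Table S7 is 189, against 117 here. Of the planned settings, no minimum change and titles were not counted for these genes, and no other comes within 1.5 times of any of these 4 values. Median-of-ratios scaling, chosen after seeing the values, gives 89 mitochondrial genes and 144 genes of Table S7, and drops 28 of 260 genes of Table S5 and 44 of 188 of Table S7. Limma-voom, chosen after seeing the values, gives 92 and 172 and drops 19 of 260 and 16 of 188. Upper-quartile scaling, chosen after seeing the values, also comes within 1.5 times of both and drops 26 of 260 and 44 of 188. For ABC transporters these give 10 and 11, and for cytochrome P450 genes 3 and 3, by median-of-ratios scaling and limma-voom.

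*his-72*, which the paper does not count as a DEG, was called higher here, with a log2 change of 1.18 (standard error 0.18, adjusted p = 0.012 from limma). It was not called under either scaling, by limma-voom or without N2 replicate 1. The paper's count of histone genes that rose, 34 of 38 without *his-72*, equals the count here, which is 17 without N2 replicate 1.

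*bas-1* and *tdc-1*, which the paper counts as DEGs, were not called here, with log2 changes of -0.75 and -0.65. *bas-1* was called lower under both scalings and by limma-voom, and *tdc-1* by limma-voom, all chosen after seeing the values. These settings drop genes of Table S5 as told above.

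The paper's nutrient reservoir term holds genes of which 0 of 6 were called by limma here over all genes. With all 10 libraries in the fit *vit-2* and *vit-5* were called lower. For *plst-1* the paper gives a ratio below 1, 0.797, against 1.02 here, and neither is called. After median-of-ratios scaling, chosen after seeing the values, its log2 change is -0.26 and so has the paper's direction, and that setting drops genes of Tables S2, S5 and S7 as told above.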

Other observations

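The tests of explanations in this part were chosen after the results were seen, while the lists and the GO terms were set in advance. Titles of the single-mutant records carry the other allele than the names used here.

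GO terms of synapses and ion channels were enriched among the genes called above wild type in the double mutants. By the hypergeometric test, 37 of 102 tested genes of synaptic transmission rose (adjusted p = 1.4e-10), 29 of 61 of potassium ion transmembrane transport (adjusted p = 4.2e-11), and 14 of 21 of the gamma-aminobutyric acid signaling pathway (adjusted p = 9.9e-08). After median-of-ratios scaling these were 27 of 101, 15 of 60 and 11 of 21 (adjusted p = 3e-07, 0.00065 and 8.5e-06 from the hypergeometric test). Of the fixed lists, 3 of 20 neuron genes and 5 of 12 motor neuron genes rose (limma, Benjamini-Hochberg; 4 and 6 adjusted over each list alone), beside 2443 of 16897 genes in all, against 1 and 2 after median-of-ratios scaling, which lowers the median change of all genes in this comparison from 0.228 to 0.014. Of 101 neuropeptide genes 3 rose, and 0 by limma adjusted over the list alone. Without any 1 library of the comparison at most 15 genes in all were called, and none of these lists' genes. P granule, a term of germline granules, held 11 of 46 tested genes that fell (adjusted p = 0.0027 from the hypergeometric test).

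In *smn-1(ok355)* several lists had few calls (limma, Benjamini-Hochberg, with the count adjusted over the list alone in brackets where it differs). Glutathione S-transferase genes rose in 8 and fell in 3 of 36 (4 lower), and in 2 and 0 without N2 replicate 1. Intestine genes rose in 2 and fell in 4 of 16 (3 higher), and in 0 and 2 without N2 replicate 1. Germline genes rose in 1 and fell in 4 of 32, with 1 lower without N2 replicate 2, and oocyte genes rose in 4 and fell in 1 of 27, with 1 higher without N2 replicate 1. Of the adult cuticle collagens 2 of 5 rose and 2 of 5 fell, and of the vitellogenin genes 2 of 6 rose, with 0 of either list higher without N2 replicate 1. Of the lists of molting (2 of 19), male (2 of 5), body wall muscle (1 of 19), pharynx (1 of 7) and Sm and SMN complex genes (1 of 13), the members in brackets rose, each with 0 without N2 replicate 1. Of the oxidative stress list 1 of 10 fell, with 0 lower without any 1 library, and of DNA replication and cell cycle 1 of 31, with 0 without N2 replicate 2 or *smn-1(ok355)* replicate 3. Of 81 cytosolic ribosome genes 1 rose. After median-of-ratios scaling 5 glutathione S-transferase, 7 germline, 2 oocyte and 3 body wall muscle genes fell, and 6, 1, 3 and 1 rose. By limma-voom 8, 7, 3 and 4 of these lists fell, and 7, 1, 4 and 1 rose. The heat shock, nonsense-mediated decay and neuron lists had median log2 changes of -0.19, 0.21 and 0.51, and neither limma nor limma-voom called a member.

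Genes at a low level were higher in *smn-1(ok355)* and in the double mutants than in N2. With the level read from the *uaf-1(n4588)* libraries, outside the comparison, and no filter, the median log2 change from N2 to *smn-1(ok355)* was 0.29 for genes under 1 in log2(FPKM + 1) (0.21 to 0.39 over pairs of single libraries), 0.54 at 2 to 3, 0.35 at 3 to 4 and -0.17 at 6 to 8, and in the double mutants 0.32, 0.54, 0.29 and -0.14. After median-of-ratios scaling it was 0.24, 0.29, 0.07 and -0.47 in *smn-1(ok355)*. From N2 to *uaf-1(n4588)*, with the level read from *smn-1(ok355)*, it was 0.00 under 1 and 0.15 at 3 to 4, and 0.00 and 0.04 after scaling. Genes of that level need a value above 0 only in *smn-1(ok355)*, and can be at 0 in both groups compared. This can hold the median under 1 at 0.00, so it is not a matched control. Of 1794 pseudogenes, 51.3% and 57.2% were above 0 in the N2 libraries, 76.3%, 79.9% and 77.9% in *smn-1(ok355)*, and 74.2% and 82.6% in the double mutants. Of 164 long intergenic ncRNA genes, 60.4% and 67.1% were above 0 in N2 and 79.3%, 82.3% and 87.2% in *smn-1(ok355)*.

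A few genes taking most of the reads are argued against as the cause, since the 20 most abundant genes took 9.03% in *smn-1(ok355)* and 9.85% in N2, which allows a rise of 0.013 in all others against a median of 0.312. Scaling as the whole cause is argued against by the share of pseudogenes above 0, which no factor alters and which is 19.1 points higher in the lowest *smn-1(ok355)* library than in the highest N2 library. Even background over all genes was set from 2484 genes listed in every file and at 0 in every N2 and *uaf-1(n4588)* library. Their mean FPKM was 0.71 in *smn-1(ok355)*. The files of N2, *uaf-1(n4588)* and the double mutants list no gene that is at 0 in all of them. Each of these genes was thus kept for a read in a double mutant, so 0.71 can overstate the background. That level would give 0.69 under 1, where 0.29 was seen. At 3 to 4 it would give 0.0925, beside 0.35 unscaled and 0.07 after scaling. The test cannot decide at either level, and background stays open at both. An effect of the genotypes on these transcripts was not tested.

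Vitellogenin genes were low and *mab-3* high in the double mutants: 4 of 6 vitellogenin genes were lower in both double-mutant libraries than in both N2 libraries. *mab-3* represses vitellogenin genes in males, so a candidate explanation is that it does so in the double mutants. Over the 8 other libraries *vit-2* differed by 252-fold between the highest and the lowest, while *mab-3* differed by 1.95-fold. The vitellogenin level thus varies widely where *mab-3* does not, which leaves this open.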
